# Tumor Cell-Intrinsic BTLA Receptor Inhibits the Proliferation of Tumor Cells via ERK1/2

**DOI:** 10.3390/cells11244021

**Published:** 2022-12-12

**Authors:** Tian-You Cheng, Ya-Juan Liu, Hong Yan, Yi-Bo Xi, Li-Qiang Duan, Yang Wang, Tian-Tian Zhang, Yin-Min Gu, Xiao-Dong Wang, Chang-Xin Wu, Shan Gao

**Keywords:** immune checkpoint, tumor cell-intrinsic BTLA, tumor cell-intrinsic HVEM, tumor suppressor, therapeutic target

## Abstract

B and T lymphocyte attenuator (BTLA) is an immune checkpoint molecule that mediates the escape of tumor cells from immunosurveillance. Consequently, BTLA and its ligand herpesvirus entry mediator (HVEM) are potentially immunotherapeutic targets. However, the potential effects of BTLA on tumor cells remain incompletely unknown. Here, we show that BTLA is expressed across a broad range of tumor cells. The depletion of BTLA or HVEM promotes cell proliferation and colony formation, which is reversed by the overexpression of BTLA in BTLA knockout cells. In contrast, overexpression of BTLA or HVEM inhibits tumor cell proliferation and colony formation. Furthermore, the proliferation of a subpopulation with high BTLA was also significantly slower than that of the low BTLA subpopulation. Mechanistically, the coordination of BTLA and HVEM inhibits its major downstream extracellular regulated protein kinase (ERK1/2) signaling pathway, thus preventing tumor cell growth. This study demonstrates that tumor cell-intrinsic BTLA/HVEM is a potential tumor suppressor and is likely to have a potential antagonist for immunotherapy, thus representing a potential biomarker for the optimal cancer immunotherapeutic treatment.

## 1. Introduction

Cancer is one of the leading causes of death worldwide [1]. The pathogenesis of tumor is coordinated with its genetic mutation and the ability to escape immune surveillance [2,3]. Thus, targeting immune checkpoints has become an attractive approach for immune therapy. Some agents such as targeting PD-1 or CTLA-4 have achieved certain clinical effects [4,5,6]. However, many cancer patients do not respond to such agents, or develop hyperprogressive disease (HPD) and pseudoprogressive disease (PPD) by various mechanisms [7,8,9], one of which is that tumor cell-expressing PD-1 potentially mediates HPD or PPD [10,11,12]. Therefore, a detailed study of immune checkpoints on tumor cells needs to be explored.

In addition to PD-1 and CTLA-4, BTLA is also an immune checkpoint, and is ligated by HVEM to inhibit T cell activation and survival [13,14,15,16], hence BTLA blockade can enhance cancer immunotherapy [17,18]. However, it has been shown that BTLA is expressed on ovarian cancer [19], gastric cancer [20,21], and non-small-cell lung cancer [22]. The potential function and mechanism of BTLA on tumor cells have not been elucidated. Moreover, HVEM plays an important role in antitumor, protumor function, or immune escape in some cancer types [21,23,24,25]. It has also been shown that HVEM has a broad expression on tumor cells [26,27,28]. However, the underlying mechanism and coordination of HVEM and BTLA on tumor cells remain elusive.

Clearly, the molecular understanding of BTLA is mainly confined to the interaction between the immune cells and tumor cells [25]. Here, we found that tumor cells broadly express both BTLA and HVEM. The silencing of BTLA or its ligand HVEM promotes cell proliferation via the ERK1/2 pathway, suggesting that tumor cell-intrinsic BTLA/HVEM is a potential tumor suppressor and is likely to have a potential antagonist for immunotherapy.

## 2. Materials and Methods

### 2.1. Cell Lines

NCI-H1299 and A549 cell lines were cultured in RPMI1640 medium (Gibco, made in Beijing, China) with 10% fetal bovine serum (FBS, Hyclone, Logan, UT, USA) and 1% penicillin/streptomycin (Hyclone). The HEK293T cell line was maintained in DMEM (Gibco) with 10% FBS and 1% penicillin/streptomycin (Hyclone). These cell lines were purchased from the Shanghai Cell Bank Type Culture Collection Committee, verified by short tandem repeat assays for their identification, and cultured at 37 °C in a humidified incubator with 5% CO_2_. These cell lines were tested for *Mycoplasma* contamination every month.

### 2.2. Flow Cytometric Analysis and Flow Cytometry Sorting

Cell surface expression of BTLA was detected by flow cytometry. Cells were collected and suspended in phosphate-buffered saline (PBS) containing of 0.5% bovine serum albumin (BSA) after being cultured for 48 h. The cell density was adjusted to 1 × 10^6^ cells/vial and these cells was blocked using human TruStain FcX (Biolegend, San Diego, CA, USA) for 10 min. Then, cells were incubated with the directly labeled antibody of BTLA protected from light at 4 °C for 1 h. Then, the cells were washed with PBS twice and were filtered with a filter for analysis or cell sorting. A total of 30,000 cells were analyzed on BD FACS Celesta (BD biosciences, San Jose, CA, USA) using the CELL Quest software and a total of 1 × 10^7^ cells were sorted on a Beckman FACS Celesta (Beckman, Pasadena, CA, USA). Images were analyzed by FlowJo software version 10.4 (FlowJo, LLC, Ashland, OR, USA).

### 2.3. Cell Titer-Glo Luminescent Cell Viability Assay

Cells were plated in 96-well plates with a density of 1–2 × 10^3^ cells per well. Cell proliferation was measured with a Cell Titer-Glo Luminescent Cell Viability (CTG) Assay Kit (Promega, Madison, WI, USA) using a multimode microplate reader (Synergy HTX, BioTek, Winooski, VT, USA) and the quantified data of each group were normalized to the corresponding 0 d value to calculate the relative cell proliferation. All experiments were performed in three independent biological experiments.

### 2.4. Immunoblot

The total cell lysates were extracted using the radio immunoprecipitation assay (RIPA) lysis buffer (Beyotime Biotechnology Inc., Jiangsu, China) containing 1% protease and phosphatase inhibitor cocktails (Sigma, St. Louis, MO, USA). Protein concentration was measured by the BCA Protein Assay Kit (Beyotime Biotechnology Inc.). Equal protein was separated by SDS–PAGE and transferred to a polyvinylidenefluoride (PVDF) membrane (Millipore, made in Tullagreen, Ireland). The membrane was blocked for 1 h in TBST containing 0.1% Tween-20 with 5% non-fat milk followed by overnight incubation with the primary antibody diluted at 4 °C. After adequate washing, the membrane was incubated with HRP-conjugated secondary antibody (EASYBIO, Seoul, Korea) at room temperature for 1 h in TBST containing 5% non-fat milk, followed by extensive washing and detection. BTLA, p-ERK, ERK, and GAPDH were detected by immunoblot. Among them, the detection steps of HVEM were optimized according to [29]. Images were obtained with Armersham Image 600 (GE Health-care, Chicago, IL, USA). The intensities of the blots were analyzed using ImageJ software (NIH, Bethesda, MD, USA), and the quantified data of each phosphorylated protein were normalized to the corresponding total protein.

### 2.5. qRT-PCR

Total RNA was isolated using RNAiso Plus (Takara, made in Beijing, China) and the RNA was subjected to reverse transcription by the PrimeScript™ RT Reagent Kit with gDNA Eraser (Takara). Then, RT-PCR was performed and qRT-PCR was conducted using SYBR premix EX Taq (Takara) and analyzed with a QuantStudio 7 Flex Real-Time PCR System (Thermo Fisher, Waltham, MA, USA), following the manufacturer’s instructions. The cycle threshold values (CT) numbers were recorded, which were normalized against an internal control (*GAPDH*). The relative gene expression levels were analyzed using the 2-ΔΔCT method [30]. The primers used in all qRT-PCR assays are listed in Supplementary Table S1 including *GAPDH* [31].

### 2.6. Public ChIP Sequence Data Collection

The H3K27Ac ChIP-sequence data in the GM12878, hESC, HSMM, HUVEC, K562, NHEK, and NHLF cell lines and the H3K4me1 ChIP-sequence data in the HepG2 cell line were both sourced from GSE29611 [32]. The enhancer data were sourced from the url: https://genome.ucsc.edu/cgi-bin/hgTrackUi?db=hg19&g=geneHancer, accessed on 28 September 2022.

### 2.7. RNA-Sequence and Analysis

RNA-sequence of BTLA knockdown (KD) vs. the control cells and the sorting subpopulation of low BTLA expression vs. high BTLA subpopulation were performed and analyzed by Berry Genomics (Beijing, China). Raw data were filtered to remove the adaptors and low-quality bases using trim galore (version 0.6.6). The obtained fastq files were then aligned using STAR (version 2.7.0d) with default parameters to the human reference transcriptome GRCh38.97 from Ensemble. Gene counts were obtained using the feature Counts package (version 2.0.1) within the Subread package, and edge R package (version 3.32.1) was used to identify differentially expressed genes between BTLA KD vs. the control, and the subpopulation of the low BTLA vs. high BTLA subpopulation [33]. Genes with *p*-value ≤ 0.05 and log2 Fold change (FC) ≥ 1.0 were counted as the upregulated genes, and genes with *p*-value ≤ 0.05 and log2 Fold change (FC) ≤ −1.0 were counted as the downregulated genes. Data were visualized using the ggplot2 R package. The RNA sequencing data from this study have been deposited in the NCBI Gene Expression Omnibus database (GSE207471).

### 2.8. Expression Vectors, shRNAs, and Small Guide RNA (sgRNA)

To generate lentiviruses expressing the indicated shRNAs or indicated genes, HEK293T cells were transfected with shRNAs cloned in vector pSIH-H1-Puro or genes with 3 × Flag at the 3′-terminus cloned into the vector pLVX-IRES-Neo, PMD2.G, and PSPAX2 with a ratio of 8:6:3 using 1 mg/mL polyethyleneimine (PEI, YESEN, made in Shanghai, China) with a ratio of 1:3 (m/m). The pSIH-H1-Puro and pLVX-IRES-Neo empty vectors were used for the control, respectively. After transfection with 6 h, cells were cultured in fresh medium with 10% FBS for an additional 48–72 h. The culture medium containing the lentivirus particle was centrifuged at 4000× *g* for 10 min, and about 3 mL cleared supernatant was added into a 60 mm Petri dish with 50–70% confluence cells for infection. After that, cells infected with lentivirus were selected in either 1.0–2.0 µg/mL puromycin (Puromycin Dihydrochloride, Life Technologies, Carlsbad, CA, USA) and/or 500–700 µg/mL neomycin (G418 sulfate, Life Technologies). The effective lentivirus-mediated KD and overexpression (OE) were verified by qRT-PCR or immunoblot analysis in each experiment. The BTLA KO NCI-H1299 cell was generated by CRISPR/Cas9 and the sgRNA (5′-GTGAAATACTGTGCTAACAG-3′) was cloned into Vector LentiCRISPRv2 [34]. The KO efficiency of BTLA was confirmed by immunoblot and DNA sequence. The shRNA sequences are shown in Supplementary Table S2.

### 2.9. Clone Formation Assay

About 500 or 1000 cells were plated in 6-well plates per well and incubated for 10 days at 37 °C in a humidified incubator with 5% CO_2_. Colonies were stained with crystal violet staining solution (0.5% (*w*/*v*) crystal violet with PBS) after being fixed with 95% (*v*/*v*) ethanol, and then counted. All experiments were performed in triplicate.

### 2.10. Antibodies

Antibodies used are listed in Supplementary Table S3.

### 2.11. Statistical Analysis

Data were all presented as the mean ± standard deviation (SD). Comparisons for gene levels, colony formation numbers, and relative cell proliferation were performed using two-tailed unpaired Student’s *t* test. Spearman’s correlation was performed to analyze the correlation of RNA between BTLA and HVEM in LUSC. *p* value of <0.05 was considered statistically significant. All statistical analyses and graph plotting were performed with GraphPad Prism 6.

## 3. Results

### 3.1. BTLA Is Expressed by a Subpopulation of Tumor Cells

To explore whether BTLA is expressed on tumor cells, we analyzed the expression profile of BTLA in The Cancer Genome Atlas (TCGA) and found that BTLA was widely transcribed in 32 cancer tissue types (Supplementary Figure S1A). However, these data may be affected by infiltrating lymphocytes in the isolated tissues. Therefore, we analyzed BTLA transcription in the Cancer Cell Line Encyclopedia (CCLE) with pure cancer cell lines [35], which revealed that BTLA was transcribed in cancer cell lines (Figure 1A). Furthermore, we observed that two epigenetic signatures of H3K27Ac and H3K4me1 associated with the activation of transcription were enriched around the transcriptional start sites of BTLA in the Encyclopedia of DNA Elements (ENCODE) (Figure 1B) [36]. H3K4me1 and H3K27Ac are also associated with a gene transcriptional enhancer, therefore, we further analyzed enhancers within BTLA regulated by the two epigenetic signatures [37]. Indeed, we identified the potential enhancers associated with BTLA, which were enriched by H3K4me1 and H3K27Ac. Altogether, these data suggest that BTLA is transcribed by cancer cells.

To further verify the above findings, we examined the BTLA expression in different cancer cell lines that were used in our lab including 22 cell lines representing six kinds of cancers. Real-time quantitative reverse transcription polymerase chain reaction (qRT-PCR) and RT-PCR for these cancer cells demonstrated that BTLA messenger RNA (mRNA) was transcribed in all examined cancer cell lines (Figure 1C,D and Figure S1B). Immunoblot analysis revealed that BTLA was expressed by non-small cell lung cancer (NSCLC) with the size about 55 KDa, which is similar to the size of T cell-intrinsically expressed BTLA (Figure 1E) [13]. Moreover, we evaluated the BTLA expression by flow cytometry and the results showed that BTLA was expressed in a subpopulation (Figure 1F) (BTLA positively ranged from 1.97% to 7.55% in lung cancer cell lines). It has been shown that HVEM is the ligand of BTLA, and the ligation can lead to the inhibition of T cell activation and immune escape of tumor cells [13,15]. Therefore, we also investigated whether HVEM is expressed on these tumor cells. As expected, HVEM was expressed on these cancer cell lines (Figure 1C–E and Figure S2A,B). Indeed, we also found a weak but positive correlation between BTLA and HVEM of NSCLC in TCGA data (Supplementary Figure S2C). BTLA and HVEM were also expressed in clinical cancer samples [20,22], supporting our findings. Overall, these data demonstrate that BTLA is expressed in a subpopulation of cancer cells.

### 3.2. BTLA Inhibits the Growth of Tumor Cells via ERK1/2 Pathway

To functionally dissect the potential role of tumor-intrinsic BTLA in tumor cells, we knocked down endogenous BTLA using two short hairpin RNAs (shRNAs) that target the distinct sequences in NCI-H1299 and A549 cells (Supplementary Figure S3A), which led to a significant increase in cell proliferation and colony formation compared to the control, respectively (Figure 2A–C). Moreover, we generated two BTLA knockout (KO) cell lines in NCI-H1299 using CRISPR-Cas9 techniques (Supplementary Figure S4A,B), which also resulted in the increased cell proliferation (Supplementary Figure S4C). Conversely, we overexpressed BTLA in both cell lines, as indicated by the inhibition of cell proliferation and colony formation (Figure 2D–2F) and observed increases in both the mRNA and protein levels (Figure 2J and Figure S3B).

As BTLA regulates several downstream signaling pathways including PI3K/AKT, NF-κB, and ERK1/2 in T or B cells [15,16,24,38], and to further examine whether these signaling pathways are regulated by BTLA expressed on tumor cells, we performed the RNA sequencing (RNA-Seq) of BTLA knockdown (KD) cells. 

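A549 is a cell line from a human lung adenocarcinoma. The RNA-Seq data consisted of 3 libraries of A549 cells with BTLA shRNA (shBTLA) and 3 libraries of control cells (shControl). BTLA itself was at the limit of detection. The gene lies on chromosome 3 of GRCh38 from 112463966 to 112499472, and 0 reads were assigned to it in shBTLA 1, 2 and 3 and in shControl 1 and 2, with 2 reads in shControl 3. This is 0 RPM in shBTLA against 0.0172 ± 0.0298 (SD, n = 3) in shControl (exact permutation test, two-sided p = 1). A count of 0 allows 0.0719 to 0.103 RPM in these libraries, taking 3 reads as the floor and counting error only, so a difference in BTLA was not detectable at this depth and BTLA reads cannot check the labels of the groups. In the authors' deposited table, BTLA has a log2 fold change of -2.66 with an unadjusted p of 0.133 and an FDR of 1. The paper measured the knockdown separately (Supplementary Figure S3A). TNFRSF14, which encodes the BTLA ligand HVEM, lies on chromosome 1 of GRCh38 from 2555639 to 2565382 and had 0 reads in every shBTLA library and 2, 4 and 2 reads in shControl 1, 2 and 3 (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allows). The authors' deposited table gives TNFRSF14 a log2 fold change of -4.61, an unadjusted p of 0.00442 and an FDR of 0.291. Of the other genes fixed for a report, PDCD1 (PD-1) had reads in shControl 1 alone, with 4, and CTLA4 and IL2 had 0 reads in all 6 libraries. The libraries held 38000278, 35654912 and 41748767 reads assigned to genes in shBTLA 1, 2 and 3, and 29130357, 30863058 and 38809988 in shControl 1, 2 and 3. The authors trimmed the reads with Trim Galore 0.6.6, aligned them with STAR to GRCh38, counted them per gene with featureCounts and deposited the values as RPKM. The deposited RPKM follow the length of another gene in place of each gene's own. Whole reads were therefore recovered from them and expressed as RPM, the RPKM unit without its division by gene length. A gene entered the test with at least 10 reads in at least 3 of the 6 libraries, which 16630 of the 31232 genes above 0 did. Differences were tested with limma on log2(RPM + 0.1), with Benjamini-Hochberg adjustment, and log2 fold changes on this scale understate those of low genes. Which of the shRNAs was sequenced and whether the 3 libraries of a group came from separate cultures are not named in the paper's text, so p-values measure the spread between these libraries, which may be technical. Ribosomal protein genes took 10.5% ± 1.06 of reads (SD, n = 3) in shBTLA and 9.52% ± 2.41 (SD, n = 3) in shControl (exact permutation test, two-sided p = 0.6), with 7.07% in shControl 1, the library farthest from the others on the first principal component. Strand and multi-mapping settings are not named either, so genes that overlap or have close paralogs may share reads.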

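MUC5B, MUC5AC, CEACAM6 and AGR2 were the genes with the smallest p among those higher in shBTLA cells, and DIO2 and COL1A1 had the smallest among those lower. MUC5B, which encodes a gel-forming airway mucin, lies on chromosome 11 of GRCh38 from 1223066 to 1262172 and was at 128 ± 4.85 (SD, n = 3) RPM in shBTLA against 7.41 ± 0.659 (SD, n = 3) in shControl. This is a log2 fold change of 4.09 (standard error 0.12, adjusted p = 5.3e-06 from limma). MUC5AC, another gel-forming mucin on chromosome 11 from 1157953 to 1201138, was at 132 ± 4.00 (SD, n = 3) against 17.6 ± 0.305 (SD, n = 3), a log2 fold change of 2.90 (standard error 0.10, adjusted p = 1.1e-05). As paralogs, the mucin genes may share reads. The log2 fold change was 2.53 (adjusted p = 1.4e-04) for SPDEF, a transcription factor of secretory epithelial cells, and 4.84 (adjusted p = 4.5e-04) for KRT4, a keratin of stratified epithelium. AGR2, an endoplasmic reticulum protein needed for mucin folding, was at 456 ± 27.5 (SD, n = 3) RPM in shBTLA and 46.6 ± 10.4 (SD, n = 3) in shControl, and CEACAM6, a surface adhesion molecule with close paralogs, at 227 ± 14.2 (SD, n = 3) and 30.2 ± 4.78 (SD, n = 3), with log2 fold changes of 3.31 (adjusted p = 7.3e-05) and 2.92 (adjusted p = 6.9e-05). Lower in shBTLA was COL1A1, a chain of type I collagen on chromosome 17 from 50183289 to 50201632, at 156 ± 12.3 (SD, n = 3) against 505 ± 41.0 (SD, n = 3) RPM, a log2 fold change of -1.69 (adjusted p = 3.3e-04). DIO2, which activates thyroid hormone, was at 20.5 ± 0.791 (SD, n = 3) against 79.6 ± 3.09 (SD, n = 3), a log2 fold change of -1.96 (adjusted p = 1.4e-04). TMCO1 (log2 fold change 2.12), MMP7 (1.70), PRR15 (2.28), TM4SF4 (1.18) and TJP3 (2.16) were also among the 12 genes named as higher in shBTLA, and TAGLN (-1.47), MARCHF4 (-1.35), PDE11A (-1.82), KCNMA1 (-1.17), SEMA7A (-1.86), SPOCK1 (-1.87) and MDGA1 (-1.42) among the 12 named as lower. TMCO1, TJP3 and TAGLN overlap other genes. The calls of KCNMA1, SEMA7A, SPOCK1 and MDGA1 were lost without shBTLA 1, shBTLA 2, shBTLA 3 or shControl 3 (for KCNMA1 at an adjusted p of 0.0571 to 0.0842) and that of MARCHF4 without shBTLA 3 (0.0587), and MDGA1 did not pass on the deposited values as they stand.

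**Figure D1:**
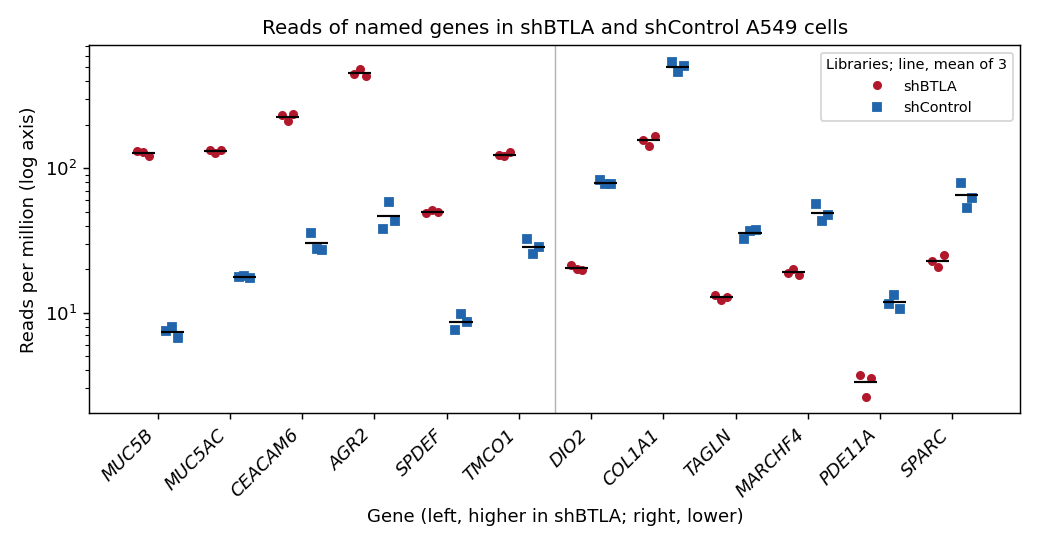
RPM (log axis) of 6 genes higher and 6 genes lower in shBTLA cells, in each library. Circles are shBTLA libraries, squares are shControl libraries and lines are the means of 3. For MUC5B the shBTLA mean is 128 and the shControl mean 7.41.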

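Of 25 genes of the mesenchymal state tested, 9 fell in shBTLA, 0 rose (2 at an unadjusted p under 0.05 and 0 by voom) and 16 did not pass limma's test (13 lower and 2 higher when adjusted over the list alone, and 0 higher and 10 lower with libraries scaled to the same median). The list was lower against all other genes by camera (adjusted p = 4.6e-12, and adjusted p = 0.170 with an estimated correlation). Among its members, SPARC, a matrix glycoprotein, was at 22.8 ± 2.26 (SD, n = 3) RPM in shBTLA against 65.1 ± 13.0 (SD, n = 3) in shControl, a log2 fold change of -1.49 (adjusted p = 0.00618). Of 47 focal adhesion and matrix genes, 9 fell, 0 rose (3 at an unadjusted p under 0.05 and 0 by voom) and 38 did not pass (14 lower and 2 higher when adjusted over the list alone, and 1 higher and 6 lower with libraries scaled to the same median), with camera's adjusted p = 1.6e-08 and adjusted p = 0.763 with an estimated correlation. They include COL5A1 at -0.98 (adjusted p = 0.0168) and MYL9, a myosin light chain, at -1.36 (adjusted p = 0.0256) on the log2 scale. Genes of xenobiotic metabolism went the other way, with 6 of 35 higher, 0 lower (2 at an unadjusted p under 0.05 and 0 by voom) and 29 not past the test (15 higher and 2 lower when adjusted over the list alone, and 3 higher and 0 lower with libraries scaled to the same median). Camera's adjusted p was 7.6e-08, with adjusted p = 0.0686 with an estimated correlation. CYP2S1, a cytochrome P450, had a log2 fold change of 1.58 (adjusted p = 0.00618), and ALDH3A1, an aldehyde dehydrogenase, 0.69 (adjusted p = 0.0182). Of 29 NRF2 target genes, 4 rose, 0 fell (2 at an unadjusted p under 0.05 and 0 by voom) and 25 did not pass (8 higher and 1 lower when adjusted over the list alone, 1 higher and 0 lower with libraries scaled to the same median, adjusted p = 4.9e-05 by camera and adjusted p = 0.127 with an estimated correlation). GPX2, a glutathione peroxidase, rose by 1.87 (adjusted p = 2.4e-04), and AKR1C2, an aldo-keto reductase that may share reads with its paralogs, by 0.70 (adjusted p = 0.0309). Among all 16630 genes, 130 were higher and 114 lower in shBTLA at an adjusted p under 0.05 (898 and 892 at an unadjusted p under 0.05). At the paper's threshold, an unadjusted p of at most 0.05 and a log2 fold change of at least 1 in size, 290 were upregulated and 172 downregulated, of which 354 encode proteins and 77 are lncRNAs. In 17.9% of genes every library of one group lay above every library of the other, where chance gives 10% for a single gene. Shifts shared by the genes of a library can move this share, so the excess alone does not show differences gene by gene. At the paper's threshold 341 were lower without shControl 2, and the counts were 471 and 296 with no filter on low genes, 77 and 58 with a pseudocount of 1, and 170 higher with a minimum of 30 reads. At the adjusted threshold they were 1367 and 1286 with the share of ribosomal protein reads as a covariate, 361 and 279 by the authors' p over the genes tested, and 70 and 45 on the deposited values as they stand. With fewer libraries there were 24 higher and 7 lower genes at this threshold without shBTLA 1, 25 and 6 without shBTLA 2, 22 and 5 without shBTLA 3, and 28 and 5 without shControl 3, against 290 and 193 without shControl 1 and 208 and 265 without shControl 2. With any one of shBTLA 1, shBTLA 2, shBTLA 3 or shControl 3 left out, COL5A1, MYL9, ALDH3A1 and AKR1C2 lost their calls, the first at an adjusted p of 0.101 to 0.129, as did SPARC (except without shBTLA 3) at 0.0564 to 0.0612 and CYP2S1 (except without shBTLA 2) at 0.0578 to 0.0716. MYL9, ALDH3A1 and AKR1C2 also did not pass with libraries scaled to the same median (adjusted p = 0.0611, 0.185 and 0.218), nor SPARC, COL5A1 and AKR1C2 on the deposited values as they stand.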

The gene expression profile after BTLA KD showed the downregulation of 648 genes and upregulation of 782 genes, which were indeed enriched in cell growth-related pathways including mitogen-activated protein kinase (MAPK) signaling pathway (Figure 2G,H and Figure S5A), according to a Kyoto Encyclopedia of Genes and Genomes (KEGG) database analysis [39]. Therefore, we hypothesized that BTLA inhibits tumor growth by inactivating the ERK1/2 pathway in cancer cells. To test this hypothesis, we further validated the results by immunoblot analysis in the BTLA KD and KO cancer cells. 

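Of 200 genes of the MAPK pathway tested, 3 were higher and 2 lower in shBTLA cells and 195 did not pass limma's test (3 higher and 4 lower when adjusted over the list alone, and 3 higher and 5 lower with libraries scaled to the same median). ARRB1, a beta-arrestin that scaffolds ERK signaling, was at 16.6 ± 0.782 (SD, n = 3) RPM in shBTLA and 4.42 ± 0.663 (SD, n = 3) in shControl, a log2 fold change of 1.89 (standard error 0.16, adjusted p = 0.00177). FOS, an ERK-responsive transcription factor, was at 1.41 ± 0.310 against 0.328 ± 0.144 (SD, n = 3 each), a log2 fold change of 1.85 (adjusted p = 0.0439), and the calcium channel gene CACNA1D, which overlaps other genes, had a log2 fold change of 1.62 (adjusted p = 0.0459). RASGRP1, an exchange factor that activates RAS, was at 4.63 ± 0.543 against 16.7 ± 4.44 (SD, n = 3 each), a log2 fold change of -1.80 (adjusted p = 0.00916), and the growth factor PDGFB at 28.8 ± 3.14 against 58.1 ± 8.52 (SD, n = 3 each), a log2 fold change of -1.00 (adjusted p = 0.0193). MAPK3, which encodes ERK1, did not pass the test. It was at 35.1 ± 1.5 (SD, n = 3) RPM in shBTLA and 36.2 ± 2.65 (SD, n = 3) in shControl, a log2 fold change of -0.04 (standard error 0.11, adjusted p = 0.925), which was 0.019 without shControl 2. GAPDH (0.20, adjusted p = 0.618) and CD274, which encodes PD-L1 (-0.49, adjusted p = 0.609), did not pass either. Of 24 genes known to follow ERK activity, 2 rose, 0 fell (4 at an unadjusted p under 0.05 and 0 by voom) and 22 did not pass (3 higher and 0 lower when adjusted over the list alone, 1 and 0 after scaling to the same median, camera adjusted p = 0.568). Besides FOS this was ETV4, an ETS transcription factor, with a log2 fold change of 0.58 (adjusted p = 0.0426), which overlaps DHX8 and had an adjusted p of 0.103 with libraries scaled to the same median. Immediate early genes had 1 of 24 higher and 1 lower with 22 not past the test (3 higher and 5 lower when adjusted over the list alone, 1 and 3 after scaling, camera adjusted p = 0.0645, and 0.0302 after scaling), the lower one being JUNB at -0.75 (adjusted p = 0.0261). No gene passed among 45 S phase genes (limma, 0 higher and 0 lower, and likewise by voom, with 0 higher and 2 lower at an unadjusted p under 0.05, camera adjusted p = 0.0698) or 52 G2/M genes (0 and 0 by limma, by voom and at an unadjusted p under 0.05, camera adjusted p = 0.525). Of 33 PI3K/AKT and FOXO genes, 1 fell and 0 rose (0 at an unadjusted p under 0.05 and 0 by voom), or 2 and 0 when adjusted over the list alone and again after scaling (camera adjusted p = 0.101), PIK3CD, a catalytic subunit of PI3K that overlaps other genes, at -0.93 (adjusted p = 0.0308). Of 25 NF-κB target genes, 2 rose, 1 fell and 22 did not pass (7 and 8 when adjusted over the list alone, 3 and 0 after scaling, camera adjusted p = 0.299). The iron-binding protein gene LCN2 had a log2 fold change of 2.39 (adjusted p = 0.00603) and the chemokine gene CXCL1 of 0.96 (adjusted p = 0.0119), against -1.29 (adjusted p = 0.0297) for BCL2A1, an inhibitor of apoptosis. Among the 462 genes at the paper's threshold 8 belong to the MAPK pathway list, 4 upregulated and 4 downregulated, an odds ratio of 1.47 against the genes tested (one-sided Fisher's exact test, p = 0.194, but p = 0.0406 with no filter on low genes and p = 0.00114 against all genes of the file). That last background holds genes with too few reads to be called, and the odds ratio of the same 8 genes was 4.06 there. By the same exact test against the genes tested, NF-κB target genes had an odds ratio of 8.83 (p = 5.4e-04, not adjusted over the lists). Of these 25 genes 5 were at this threshold, 3 upregulated and 2 downregulated. Of the PI3K/AKT and FOXO genes 0 were. Camera placed the MAPK list lower than other genes without passing (adjusted p = 0.101, and adjusted p = 0.824 with an estimated correlation, with a range of 0.0169 without shControl 2 to 0.824 over the settings tried, and 0.0481 with no filter on low genes). With the replicate number as a block it passed camera (adjusted p = 0.0441), and whether these numbers pair the samples is not known. The calls of FOS, CACNA1D, RASGRP1, PDGFB, ETV4, JUNB, PIK3CD, CXCL1 and BCL2A1 were each lost without shBTLA 1, shBTLA 2, shBTLA 3 or shControl 3, that of FOS at an adjusted p of 0.161 to 0.264, and LCN2 lost its call without shBTLA 2, shBTLA 3 or shControl 3 at 0.0547 to 0.0716. FOS and CACNA1D also did not pass by voom, JUNB and BCL2A1 with libraries scaled to the same median (adjusted p = 0.130 and 0.0543), nor FOS, CACNA1D, PDGFB, ETV4, JUNB, PIK3CD and BCL2A1 on the deposited values as they stand. From known BTLA signaling in T and B cells and the enrichment of this pathway among its DEGs, the paper proposes that BTLA acts on growth through ERK1/2. It then turns to phosphorylated ERK1/2 by immunoblot in KD and KO cells, in cells overexpressing BTLA, and in KO cells given BTLA again (Figure 2I,J and Figure S4D–F).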

The data showed that the phosphorylation of ERK1/2 (p-ERK1/2) was increased in the BTLA KD and KO cells compared to the control cells, respectively (Figure 2I and Figure S4D). Correspondingly, cells with the overexpression of BTLA showed a decrease in the p-ERK1/2 level compared to the control (Figure 2J). Moreover, we observed that cell proliferation was attenuated and the level of p-ERK1/2 was downregulated when BTLA was expressed in the BTLA KO cell lines (Supplementary Figure S4E,F). Altogether, these data suggest that tumor cell-intrinsic BTLA is a potential tumor suppressor that deregulates the ERK1/2 signaling pathway.

### 3.3. The Subpopulation of Low BTLA Grows Faster than High BTLA Subpopulation

To further confirm the effect of tumor cell-intrinsic BTLA on the tumor cells, flow cytometric cell sorting was used to generate BTLA^high^/BTLA^low^ lung cancer subpopulations labeled with BTLA monoclonal antibody, which is an important method to study tumor cell subpopulations [11,12]. The sorting results using mean fluorescence intensity showed that two subpopulations with different expression levels of BTLA were indeed sorted (Figure 3A). We next compared the cell growth between the BTLA^high^ and BTLA^low^ subpopulations sorted A549 cells and found that BTLA^low^ subpopulations had increased proliferation and colony formation compared to the BTLA^high^ cells (Figure 3B,C). We also performed cell culture in vitro and RNA-Seq of the sorted subpopulations, and found that BTLA expression was still different between the two subpopulations after 10 days of culture, but the difference between the two subpopulations was reduced, not as large as we expected (Figure 3D). 

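RNA-Seq of the sorted A549 cells consisted of 3 libraries of BTLA low and 3 of BTLA high cells. At the BTLA gene, 0 reads were counted in BTLA low 1, 2 and 3 and in BTLA high 1 and 2, and 2 reads in BTLA high 3. This is 0 against 0.0211 ± 0.0365 RPM (SD, n = 3, exact permutation test, two-sided p = 1). A count of 0 allows 0.0706 to 0.102 RPM in these libraries, so a difference in BTLA message was not detectable at this depth, and the sorting was by protein on the cell surface. In the authors' deposited table BTLA has a log2 fold change of -2.75 in this comparison, with an unadjusted p of 0.121 and an FDR of 0.625. TNFRSF14 had 4, 12 and 5 reads in BTLA low 1, 2 and 3 and 0 in every BTLA high library, or 0.193 ± 0.0838 RPM (SD, n = 3) against 0 (exact permutation test, two-sided p = 0.1, the smallest possible). The authors' deposited table gives it a log2 fold change of 5.73, an unadjusted p of 6.54e-05 and an FDR of 0.00216. This direction is the opposite of that in the knockdown (-4.61), and both values rest on few reads. PDCD1, CTLA4 and IL2 had 0 reads in all 6 libraries. Totals were 29383169, 41474710 and 32481429 reads in BTLA low 1, 2 and 3, and 35272950, 42488067 and 31650496 in BTLA high 1, 2 and 3. Reads were recovered and tested as for the KD libraries, in a separate limma fit of 16911 of the 31691 genes above 0. The median log2 fold change over these genes, BTLA low against BTLA high, was 0.18, and it was -0.08 after each library was scaled to the same median. Log2 fold changes after this scaling are therefore given beside those of RPM where they differ by over 1.5 times, and for some other genes. Ribosomal protein genes took 7.69% ± 0.982 of reads (SD, n = 3) in BTLA low and 9.53% ± 1.26 (SD, n = 3) in BTLA high (exact permutation test, two-sided p = 0.2). The paper's text does not name whether RNA was taken directly after sorting or after culture, nor whether the libraries of a group were sorted separately.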

We speculated that this narrowing of differences is likely due to the convergence of tumor cells during post-sorting culture, as is the convergence of subpopulations after stem cell sorting [40]. 

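MUC5B and CEACAM6 stood at the top of the genes higher in BTLA low cells, and FOSL1 and MARCHF4 were among those most clearly lower. MUC5B was at 369 ± 17.1 (SD, n = 3) RPM in BTLA low and 47.4 ± 6.10 (SD, n = 3) in BTLA high cells, a log2 fold change of 2.97 (2.70 with libraries scaled to the same median) with a standard error of 0.10 and an adjusted p of 2.6e-06 from limma. CEACAM6 was at 279 ± 30.1 (SD, n = 3) and 36.9 ± 4.18 (SD, n = 3), a log2 fold change of 2.91 (2.65 with libraries scaled to the same median) with an adjusted p of 2.7e-06. APOH, a phospholipid-binding plasma protein, lies on chromosome 17 of GRCh38 from 66212033 to 66256525 and was at 89.3 ± 4.2 (SD, n = 3) against 19.3 ± 1.57 (SD, n = 3), a log2 fold change of 2.21 (1.95 with libraries scaled to the same median) with an adjusted p of 4.6e-06. Log2 fold changes, with those after scaling in brackets, were 1.87 [1.61] for MUC5AC, 2.19 [1.92] for AGR2, 2.25 [1.99] for KRT4 and 1.63 [1.37] for SPDEF. PKDCC, SEMA3B, FGB and LCN2 were also among the 12 leading higher genes, at 1.91 [1.65], 1.72 [1.46], 3.31 [3.05] and 2.83 [2.58]. Lower in BTLA low, the ubiquitin ligase gene MARCHF4, on chromosome 2 of GRCh38 from 216257865 to 216372483, was at 3.74 ± 0.231 (SD, n = 3) against 25.1 ± 2.64 (SD, n = 3), a log2 fold change of -2.71 (-2.97 with libraries scaled to the same median) with an adjusted p of 6.5e-06. FOSL1, an AP-1 subunit whose transcription follows ERK activity, was at 19.1 ± 2.29 (SD, n = 3) against 108 ± 25.5 (SD, n = 3), a log2 fold change of -2.48 (-2.74 with libraries scaled to the same median) with an adjusted p of 3.5e-05. PLEK2 (-1.88), KCNMA1 (-2.02), EPHB2 (-1.01), DIO2 (-1.61) and the chemokine gene CCL2 (-1.70) were lower too.

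**Figure D2:**
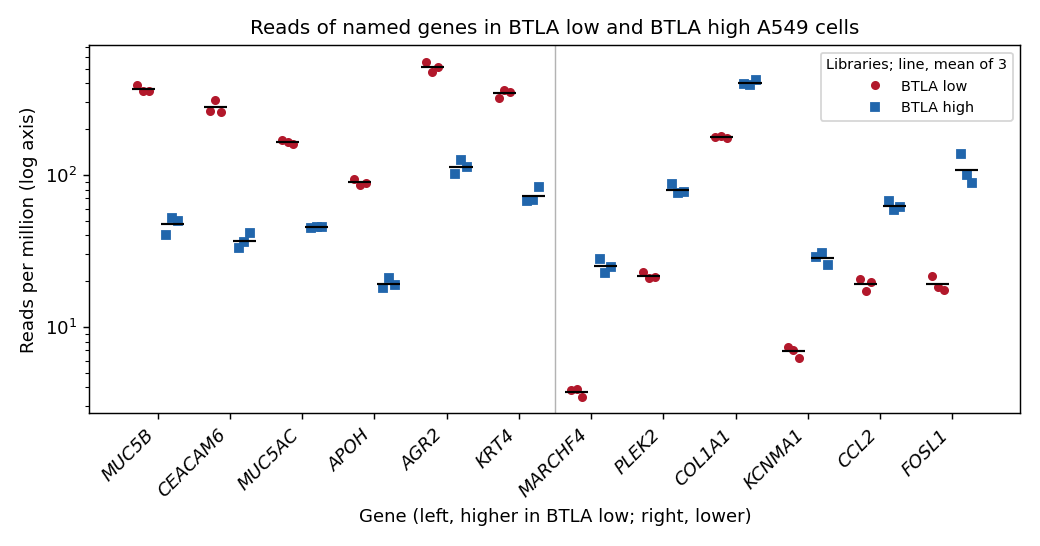
RPM (log axis) of 6 genes higher and 6 genes lower in BTLA low cells, in each library. Circles are BTLA low libraries, squares are BTLA high libraries and lines are the means of 3. For MARCHF4 the BTLA low mean is 3.74 and the BTLA high mean 25.1.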

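Of 204 genes of the MAPK pathway tested, 48 rose and 24 fell in BTLA low cells and 132 did not pass (52 and 26 when adjusted over the list alone). With libraries scaled to the same median, 25 rose and 50 fell. NR4A1, an orphan nuclear receptor, was at 14.6 ± 0.135 RPM in BTLA low against 2.83 ± 0.799 in BTLA high (SD, n = 3 each), a log2 fold change of 2.36 (adjusted p = 9.6e-05), and ARRB1 at 53.9 ± 5.66 against 17.7 ± 3.30 (SD, n = 3 each), a log2 fold change of 1.61 (adjusted p = 1.5e-04). The kinase gene MAP2K6 had 0.96 (adjusted p = 2.6e-04) on the same scale. NFKB2, a subunit of NF-κB, had a log2 fold change of -1.33 (adjusted p = 6.7e-05) and the kinase MAP3K14, which overlaps its antisense gene, of -1.24 (adjusted p = 1.0e-04). Of 24 ERK target genes, 12 rose, 5 fell and 7 did not pass (12 and 5 when adjusted over the list alone, camera adjusted p = 0.288), and 9 rose and 7 fell after scaling. DUSP4, a phosphatase that acts back on ERK, had a log2 fold change of 0.67 (0.41 with libraries scaled to the same median) with an adjusted p of 5.4e-04, ETV5, which overlaps DGKG, of 0.88 (0.62 with libraries scaled to the same median), and the cyclin gene CCND1 of -0.42 (-0.68 with libraries scaled to the same median). FOSL1, whose fall is given above, belongs to this list too, and its change was larger than these. Immediate early genes had 5 of 25 higher, 7 lower and 13 not past the test (7 and 7 when adjusted over the list alone, 4 and 8 after scaling, camera adjusted p = 0.285), among them JUN at -0.99 (adjusted p = 5.4e-04), CCN1, a matricellular protein, at -0.74 (adjusted p = 8.9e-04), and NR4A2 at 1.56 (adjusted p = 0.00155). For MAPK3 the log2 fold change was 0.29 (adjusted p = 0.0346), but 0.03 after scaling (adjusted p = 0.863), and its call was lost without any one library except BTLA high 3 (adjusted p 0.0606 to 0.153). GAPDH (-0.12, adjusted p = 0.187, and -0.39 after scaling) and CD274 (-0.31, adjusted p = 0.591, -0.50 after scaling and 0.018 without BTLA low 2) did not pass. NF-κB target genes had 6 of 24 higher, 10 lower and 8 not past the test (6 and 12 when adjusted over the list alone, 5 and 14 after scaling), lower as a list by camera (adjusted p = 6.2e-04, and adjusted p = 0.429 with an estimated correlation). RELB had a log2 fold change of -1.59 (adjusted p = 1.8e-04) and NFKBIE, an inhibitor of NF-κB, of -1.02 (adjusted p = 9.2e-04), against 1.53 (adjusted p = 7.8e-05) for CXCL1. Of 35 PI3K/AKT and FOXO genes, 14 rose, 1 fell and 20 did not pass (17 and 1 when adjusted over the list alone, 11 and 2 after scaling, camera adjusted p = 0.00724, and adjusted p = 0.591 with an estimated correlation), with the FOXO target CCNG2 at 1.82 (adjusted p = 1.5e-04) and the insulin receptor substrate IRS2 at 0.77 (adjusted p = 0.00207, and 0.51 after scaling). The 1 that fell, PIK3CD, was at -0.46 (adjusted p = 0.0211, and -0.72 after scaling) and lost its call without BTLA low 1, BTLA low 3, BTLA high 1 or BTLA high 2 (adjusted p 0.0565 to 0.109). In all, 3238 genes were higher and 1057 lower at an adjusted p under 0.05 from limma (75.4% higher), and 1617 and 3096 (34.3% higher) with libraries scaled to the same median. At the paper's threshold 1188 were upregulated and 222 downregulated (84.3% higher), and 671 and 417 after that scaling (61.7% higher). In 41.8% of genes the groups did not overlap (5133 higher and 1929 lower), where chance gives 10% for a single gene. Shifts shared by the genes of a library can move this share, so the excess alone does not show differences gene by gene. MAPK genes made up 21 of the 1410 genes at the paper's threshold, 16 upregulated and 5 downregulated, an odds ratio of 1.27 (one-sided Fisher's exact test, p = 0.185). This p was 0.0243 with no filter on low genes, 0.00478 with a pseudocount of 1 and 0.0397 with libraries scaled to the same median. It was 1.61e-06 against all genes of the file, and 2.15e-04 for the calls of the authors' deposited table against all genes there. Both of these backgrounds hold genes with too few reads to be tested here. With the authors' p over the genes tested, the same exact test gave p = 0.131 (odds ratio 1.34). Against all other genes the MAPK list had an adjusted p of 0.767 by camera, with a range of 0.204 to 0.976 over the settings tried, and its direction by camera was down although its median log2 fold change was 0.16 and its mean 0.18. Without BTLA high 3 camera's direction was up (adjusted p = 0.809). The adjusted counts fell to 1659 higher and 510 lower without BTLA low 3 and to 1568 and 416 without BTLA high 1, and they were 1889 and 639 on the deposited values as they stand, with 2528 lower with the share of ribosomal protein reads as a covariate and 2428 lower by the authors' p over the genes tested. Counts at the paper's threshold were 439 and 87 with a pseudocount of 1, with 731 higher on the deposited values and 402 lower by the authors' p.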

We then analyzed the RNA-Seq data of the two selected subpopulations and gene expression profile revealed the downregulation of 886 genes and upregulation of 1562 genes in BTLA^low^ subpopulation compared with BTLA^high^ subpopulation, and as expected, the MAPK pathway was enriched by KEGG analysis (Figure 3E,F and Figure S5B). A similar result was found for the protein level of p-ERK1/2 between the two subpopulations (Figure 3G). Collectively, these data indicate that there is difference between different BTLA expression subpopulations, and tumor-intrinsic BTLA is a potential tumor suppressor.

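More epithelial genes rose than fell in the BTLA low subpopulation, and more mesenchymal genes fell than rose. Of 24 genes of the epithelial state, 13 rose, 2 fell and 9 did not pass limma's test (14 and 2 when adjusted over the list alone, 10 and 4 with libraries scaled to the same median). The adhesion molecule E-cadherin, encoded by CDH1 on chromosome 16 of GRCh38 from 68737292 to 68835541, was at 63.8 ± 6.18 (SD, n = 3) RPM in BTLA low and 20.4 ± 3.82 (SD, n = 3) in BTLA high cells, a log2 fold change of 1.65 (1.39 with libraries scaled to the same median) with an adjusted p of 1.2e-04. EPCAM, an epithelial adhesion molecule, rose by 1.32 (adjusted p = 4.9e-04), while KRT7, a simple epithelial keratin, had a log2 fold change of -0.54 (adjusted p = 0.00209). Camera gave the list an adjusted p of 0.0110, and adjusted p = 0.429 with an estimated correlation. Of 25 mesenchymal genes, 13 fell, 1 rose and 11 did not pass (13 and 1 when adjusted over the list alone, 15 and 1 after scaling), with camera's adjusted p = 1.9e-10 and adjusted p = 0.429 with an estimated correlation. COL1A1 was at 178 ± 2.62 (SD, n = 3) against 402 ± 14.4 (SD, n = 3) RPM, a log2 fold change of -1.18 (-1.44 with libraries scaled to the same median) with an adjusted p of 2.1e-05, and the receptor tyrosine kinase AXL had a log2 fold change of -1.16 (adjusted p = 4.9e-05). The 1 that rose was FN1, which encodes fibronectin, at 1.39 (adjusted p = 4.6e-04). Focal adhesion and matrix genes had 9 of 47 higher, 16 lower and 22 not past the test (9 and 18 when adjusted over the list alone, 4 and 25 after scaling, camera adjusted p = 3.5e-05, and adjusted p = 0.456 with an estimated correlation). The adhesion protein gene ZYX was at -0.85 (adjusted p = 1.6e-04) and the integrin gene ITGB5 at 0.71 (adjusted p = 2.0e-04, and 0.45 after scaling) on the log2 scale. Cell cycle genes that passed were lower in BTLA low. Of 52 G2/M genes, 9 fell, 0 rose (0 at an unadjusted p under 0.05 and 0 by voom) and 43 did not pass (7 and 0 when adjusted over the list alone, 24 and 0 after scaling, camera adjusted p = 5.3e-04, and adjusted p = 0.456 with an estimated correlation). CDC20, an activator of the anaphase-promoting complex, was at 201 ± 12.0 (SD, n = 3) against 339 ± 21.8 (SD, n = 3) RPM, a log2 fold change of -0.75 (-1.02 with libraries scaled to the same median) with an adjusted p of 3.1e-04. Of 45 S phase genes, 6 fell, 0 rose (1 at an unadjusted p under 0.05 and 0 by voom) and 39 did not pass (4 and 0 when adjusted over the list alone, 27 and 0 after scaling, camera adjusted p = 7.4e-05, and adjusted p = 0.429 with an estimated correlation), with the replication fork gene TIPIN at -0.58 (adjusted p = 0.00305). Ribosomal protein genes, whose share of reads is given with the libraries above, moved the same way, with 21 of 80 lower and 0 higher (0 at an unadjusted p under 0.05 and 0 by voom), or 37 and 0 when adjusted over the list alone and 45 and 0 after scaling (camera adjusted p = 3.1e-22, and adjusted p = 0.429 with an estimated correlation). RPS2 was at -0.41 (adjusted p = 0.0190, and -0.67 after scaling) and RPL17 at -0.48 (adjusted p = 0.0182, and -0.74 after scaling), calls that were lost without BTLA low 3, BTLA high 1 or BTLA high 2 for RPS2 (adjusted p 0.0515 to 0.0862) and without BTLA low 1, BTLA low 2 or BTLA high 2 for RPL17 (adjusted p 0.0517 to 0.0657). Mitochondrially encoded genes took 5.58% ± 0.235 of reads (SD, n = 3) in BTLA low and 4.49% ± 0.255 (SD, n = 3) in BTLA high (exact permutation test, two-sided p = 0.1), and 7 of 13 rose and 0 fell (0 at an unadjusted p under 0.05 and 0 by voom), or 8 and 0 when adjusted over the list alone and 0 and 0 after scaling (camera adjusted p = 0.0239, and adjusted p = 0.436 with an estimated correlation). After scaling the list did not pass camera (adjusted p = 0.559), and MT-CO1 went from 0.58 to 0.32 (adjusted p = 0.164). From the sorted cells' growth, their DEGs and MAPK enrichment, and phosphorylated ERK1/2 (Figure 3B–G), the paper concludes that subpopulations with different BTLA expression differ, and that BTLA in the tumor cells is a potential tumor suppressor.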

### 3.4. HVEM Inhibits the Growth of Tumor Cell via ERK1/2 Pathway

HVEM is the only reported ligand for BTLA and is expressed on tumor cells to mediate immune tolerance, and the ligation of BTLA and HVEM can negatively regulate the proliferation of lymphocytes [14,41]. Thus, we hypothesized that HVEM has a similar function as BTLA in tumors. To confirm this hypothesis, we first knocked down endogenous HVEM using two shRNAs that target the different sequence of HVEM in the NCI-H1299 and A549 cells. The results revealed that the rates of cell proliferation and colony formation in the HVEM KD cells were significantly increased in comparison with the control cells accompanied by the decrease in the mRNA and protein level in the HVEM KD cells compared to the control (Figure 4A–D and Figure S3C). Consistently, HVEM KD enhanced the level of p-ERK1/2 compared to the control cells (Figure 4B). In contrast, cell proliferation and colony formation were inhibited in the HVEM-overexpressed cells compared to the control when we observed increased mRNA and protein levels after overexpressing HVEM in both cell lines (Figure 4E–H and Figure S3D). Indeed, p-ERK1/2 was downregulated in the HVEM-overexpressed tumor cells (Figure 4F). Overall, these data demonstrate that HVEM inhibits tumor cell growth and inactivates ERK1/2.

### 3.5. BTLA/HVEM Axis Functions on Growth and Signaling Pathway in Cancer Cells

Given that BTLA is engaged by HVEM in lymphocytes and follicular lymphoma [14,25], as the similarly observed effects of BTLA and HVEM on cancer cells, we further investigated whether tumor cell-intrinsic BTLA was also engaged by HVEM to regulate the cell growth and signaling pathway. We first explored the effects of the simultaneous KD of BTLA and HVEM expression in NCI-H1299 cells. Immunoblot confirmed KD efficiencies and found that all KD cells showed increased cell proliferation compared to the control cells, but the simultaneously double KD of both did not further increase proliferation compared to either BTLA or HVEM KD alone (Figure 5A,B). Consistently, KD of either BTLA or HVEM expression enhanced the p-ERK1/2 level, but the simultaneously double KD of both did not further enhance the p-ERK1/2 level (Figure 5B). Since BTLA and HVEM were expressed in a subpopulation of cancer cells, we hypothesized that cell growth may further be inhibited by the simultaneous overexpression of BTLA and HVEM. Indeed, cells with the simultaneous overexpression of BTLA and HVEM exhibited significantly decreased proliferation compared to cells overexpressed with either BTLA, HVEM, or the control (Figure 5C,D). Consistently, simultaneous transfection with both BTLA and HVEM significantly suppressed the p-ERK1/2 level compared to the overexpression of either BTLA or HVEM alone (Figure 5D). These data indicate that BTLA and HVEM are an axis in regulating cell proliferation.

Next, we explored whether the BTLA transduction signaling pathway was HVEM-dependent in NCI-H1299 cells. Thus, we overexpressed BTLA in those cells in which HVEM was KD by HVEM-specific shRNA. The results showed that overexpression of BTLA in the HVEM KD cells abolished the inhibitory effect of BTLA on tumor cells (Figure 5E,F). As BTLA engages HVEM in its first cysteine-rich domain (CRD1) and mutation at the 61 tyrosine to alanine (Y61A) of the HVEM CRD1 domain disrupts the binding to BTLA [13,42,43], we hypothesized that Y61A HVEM could not play a regulatory role in the tumor cell. Indeed, the overexpression of Y61A HVEM had no effects on cell proliferation compared to the control, and cells with simultaneous overexpression of BTLA and Y61A HVEM could not further reduce proliferation compared to cells overexpressing BTLA (Figure 5G). Consistently, the overexpression of Y61A HVEM did not affect the p-ERK1/2 level compared to the control, and cells with simultaneous overexpression of BTLA and Y61A HVEM had almost the same effect on the p-ERK1/2 level as cells overexpressed BTLA (Figure 5H), suggesting that HVEM is required for BTLA signaling. Collectively, these data demonstrate that the BTLA/HVEM axis coordinates to regulate the cell proliferation and signaling pathway in tumor cells.

## 4. Discussion

BTLA is a coinhibitory molecular that is structurally and functionally related to CTLA-4 and PD-1 [44], and is mainly expressed on T cells, B cells, dendritic cells, and myeloid cells [45]. CTLA-4 and PD-1 are expressed in human solid tumor-derived cells [10,12,46,47], and recent studies have shown that BTLA is expressed in a small subpopulation of cancer cells from clinical tumor specimens mainly identified by immunohistochemical including NSCLC [22], gastric cancer [20], and ovarian cancer cells [19]. The high expression of BTLA in gastric cancer tissue is associated with poor prognosis such as lymph node metastasis and tumor invasion [21]. In this study, we demonstrated that BTLA is transcribed in various cancer cell lines and further confirmed the BTLA expression by RT-PCR, immunoblot, and flow cytometry. In addition, we confirmed that HVEM is also expressed on tumor cells. Thus, this study clearly revealed that tumor cells contain BTLA and HVEM positive subpopulations. Given these observations, we even speculate that most immune checkpoint molecules are likely to be expressed in a subpopulation of tumor cells, but this requires more research in the future.

To date, the function of BTLA has been mainly studied in T cells [15,48]. In the tumor-infiltrating lymphocytes (TILs), the BTLA^low^ CD8+ TIL subpopulation grows faster than the BTLA^high^ CD8+ TIL subpopulation, but BTLA^high^ CD8+ TILs display improved survival following the killing of a tumor target and heightened “serial killing” capacity, and the gene expression profile is associated with T-cell tolerance [15,16,25]. Tumor cell-intrinsic BTLA has a protumor effect on ovarian cancer, which could counteract the effects of miRNA-32 [19]. It has been shown that the increased BTLA and HVEM levels correlate with the development and poor prognosis of gastric cancer patients [20,21], and that high BTLA expression may predict prognosis in patients in NSCLC [22]. These data suggest that tumor cell-intrinsic BTLA is a potential oncogene. Tumor cell-intrinsic HVEM has also been shown to contribute to tumor progression and poor prognosis and play a protumor effect [26,49]. However, a functional study showed that loss of HVEM or BTLA leads to cell autonomous activation of B cell proliferation and drives the development of germinal center lymphomas in vivo [24]. Consistently, our results showed that BTLA expressed by NSCLC cells inhibits tumor growth in vitro. Functional assays showed that KD or KO of endogenous BTLA or HVEM significantly enhanced the proliferation and colony formation of NSCLC cells, whereas the overexpression of BTLA or HVEM markedly reduced the proliferation and colony formation. Furthermore, we sorted BTLA^high^ and BTLA^low^ lung cancer subpopulations and found that the proliferation of a subpopulation with high BTLA was also significantly slower than that of the low BTLA subpopulation. Our results support the hypothesis that BTLA plays a crucial role in NSCLC progression and suggest that the functional role of BTLA is being extended into nonimmune cell types, but these findings require more in vivo experimental evidence to be further validated. Together, these data also suggest that BTLA may function across a broad range of tumor types, and tumor cell-intrinsic BTLA plays an antagonist function in different tumor types/cell lines. This antagonist switching in tumor cell function may be defined as the “tumor cell intrinsic BTLA/HVEM paradox”, which is mediated by the different types of tumor cells or by selective signaling pathways, similar to the “tumor cell intrinsic PD-1/L1 paradox” [10]. Given the above results, we even speculate that a similar paradox may occur when other immune checkpoint proteins are expressed in tumors. However, we need more and deeper studies in more tumor types and models to further corroborate our experimental results. Altogether, these findings help to further understand the complex role of immune checkpoints on tumors and the benefit to cancer patients through the development of optimal immune checkpoint therapy.

BTLA ligation by HVEM acts in a multifaceted role with the singular ability to control cell growth and the production of interleukin 2 (IL-2) in CD8+ T cells [15], which regulates several downstream signaling pathways including PI3K/AKT, NF-κB, and ERK1/2 in T cells or B cells [15,16,24,38]. Our work confirmed that BTLA regulates cell growth by the activation of ERK1/2, which transduces signaling depending on its ligand HVEM, a similar result observed in lymphoma [24]. In addition, according to the latest clinical data, PD-1 pathway inhibitors have shown potential to treat multiple advanced cancer types. However, only a minority of cancer patients exhibited clinical responses to checkpoint antibodies [50]. It has been demonstrated that the BTLA signaling pathway is not the same as PD-1 [10,11,12], and our results also confirmed this view, making it a potential for combined targeted therapy with PD-1 or PD-L1 for translational importance. However, we still need more evidence to support this combination in the future. Furthermore, considering the similarity and antitumor effect of tumor cell-intrinsic BTLA function to PD-1 [10], we also speculate that when the BTLA monoclonal antibody is used to treat tumors, there may also be similar adverse effects such as PPD or HPD. Therefore, it is worth evaluating the preclinical efficiency of inhibitors targeting BTLA in the future.

## 5. Conclusions

Collectively, our data show the comprehensive characterization of BTLA transcription and protein expression in various tumors. The tumor cell-intrinsic BTLA/HVEM axis suppresses the tumor growth via the ERK1/2 pathway (Figure 6). As immune checkpoint therapy, especially targeting BTLA, is becoming widely available to cancer patients, it is critical to understand the underlying function and mechanism of these immune checkpoints, thus benefiting patients with advanced cancer.

## Figures and Tables

**Figure 1:**
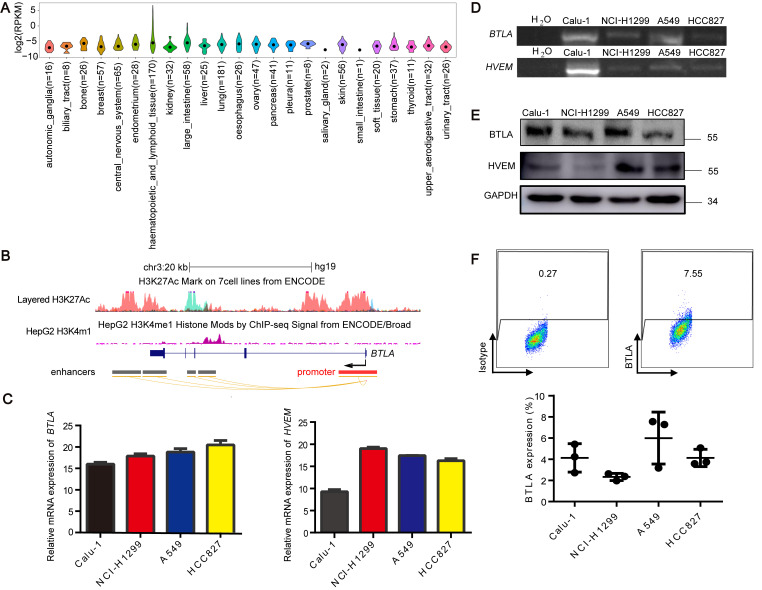
BTLA is expressed by tumor cells. (**A**) Violin plot showing expression levels of BTLA in various kinds of cancer cells based on data from Cancer Cell Line Encyclopedia (CCLE). The black dot indicates the median. (**B**) The UCSC genome browser view of the relative binding enrichments of H3K27Ac and H3K4me1 around the BTLA gene. (**C**–**E**) qRT-PCR (delta CT for gene transcript level and normalized to corresponding GAPDH) for BTLA (left) and HVEM (right) (**C**), RT-PCR (**D**) and immunoblot analysis (**E**) for BTLA (top) and HVEM (bottom) in the indicated cancer cell lines. (**F**) Representative flow cytometry plots (top) and percentages (mean ± SD, bottom) of the BTLA surface protein expression on the indicated cancer cell lines (*n* = 3).

**Figure 2:**
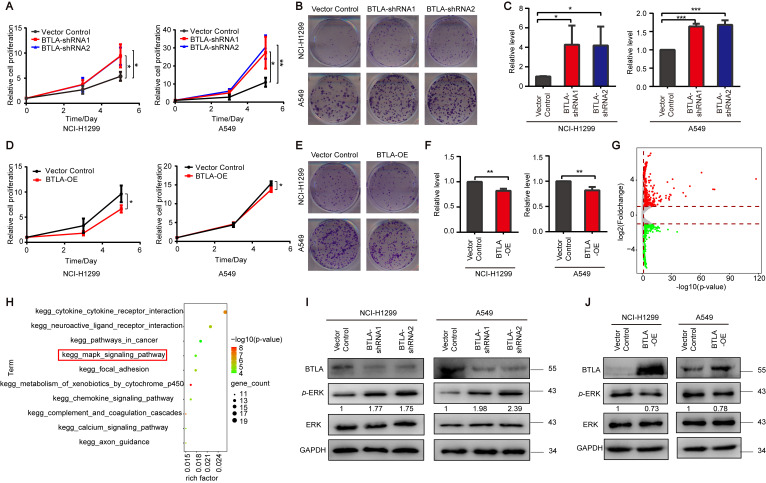
Inhibition of tumor cell growth by tumor cell-intrinsic BTLA. (**A**,**D**) The Cell Titer-Glo Luminescent Cell Viability (CTG) assay for the cell proliferation of NCI-H1299 (left) and A549 (right) cells transfected with the indicated shRNAs (**A**) or plasmids (**D**) (*n* = 3). (**B**,**E**) Representative images of colony formation for NCI-H1299 (top) and A549 (bottom) cells transfected with the indicated shRNAs (**B**) or plasmids (**E**) (*n* = 3). (**C**,**F**) Quantification data of colony formation for NCI-H1299 (left) and A549 (right) transfected with the indicated shRNAs (**C**) or plasmids (**F**) (*n* = 3). (**G**) Volcano plot showing differentially expressed genes (DEGs) in BTLA KD of A549 cells. (**H**) The top 10 enriched KEGG pathways of BTLA KD enriched by DEGs from (**G**). (**I**,**J**) Immunoblot analysis of the indicated proteins in NCI-H1299 (left) and A549 (right) cells transfected with the indicated shRNAs (**I**) or plasmids (**J**). Data are presented as the mean ± SD from three independent experiments. * *p* < 0.05, ** < 0.01, *** < 0.001.

**Figure 3:**
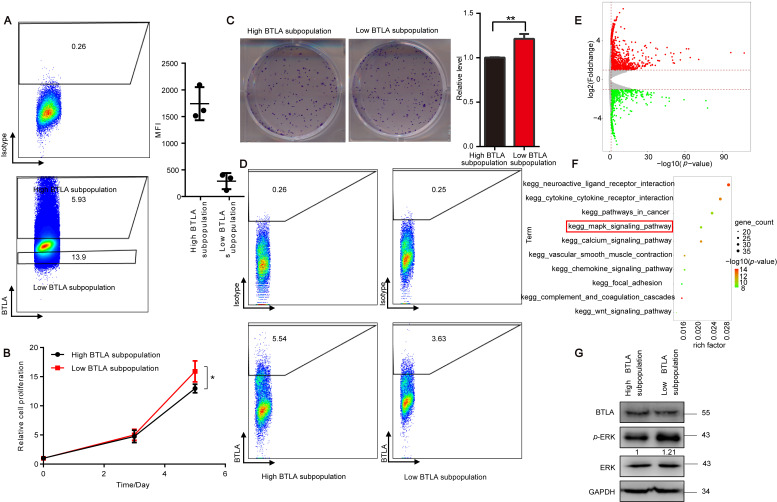
Differences between the subpopulation of BTLA^low^ and BTLA^high^. (**A**) Representative images of cell sorting (left). Quantitation of BTLA protein levels in high and low BTLA subpopulations collected by cell sorting is shown as the mean fluoresce intensity (MFI) (right) (*n* = 3). (**B**) The CTG assay assessing the cell proliferation of BTLA^high^ subpopulation and BTLA^low^ subpopulation cells (*n* = 3). (**C**) Representative images of colony formation (left) and quantification data (right) for high and low BTLA subpopulation cells (*n* = 3). (**D**) Representative flow cytometry plots of high and low subpopulations cells cultured for 10 days after cell sorting. (**E**) Volcano plot showing DEGs in two subpopulations collected by the cell sorting of A549 cells. (**F**) The top 10 enriched KEGG pathways of two subpopulations enriched by DEGs from (**E**). (**G**) Immunoblot analysis of high and low BTLA subpopulation cells. Data are presented as the mean ± SD from three independent experiments. * *p* < 0.05, ** < 0.01.

**Figure 4:**
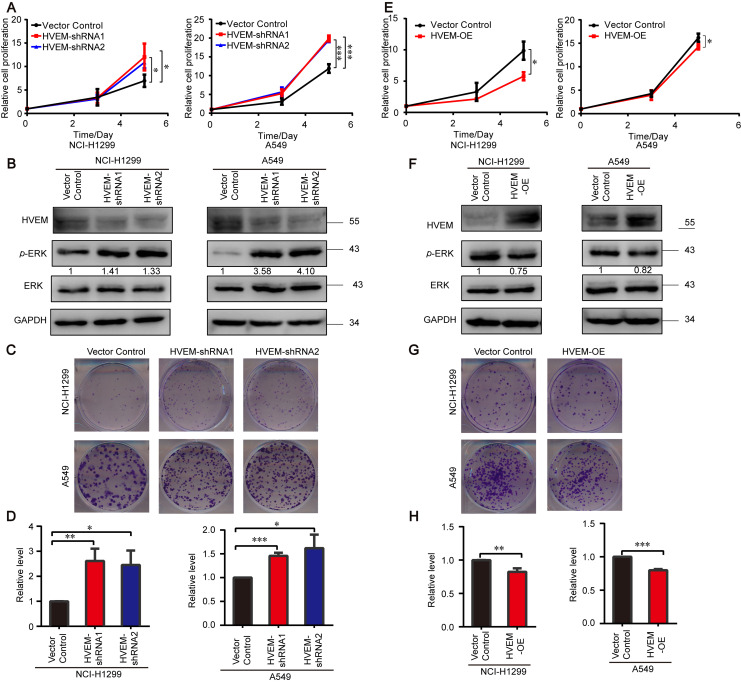
Inhibition of tumor cell growth by tumor cell-intrinsic HVEM. (**A**,**E**) The CTG assay assessing the cell proliferation of NCI-H1299 (left) and A549 (right) cells transfected with the indicated shRNAs (**A**) or plasmids (**E**) (*n* = 3). (**B**,**F**) Immunoblot analysis of the indicated proteins in cells transfected with the indicated shRNAs (**B**) or plasmids (**F**). (**C**,**G**) Representative images of colony formation for NCI-H1299 (top) and A549 (bottom) transfected with the indicated shRNAs (**C**) or plasmids (**G**) (*n* = 3). (**D**,**H**) Quantification data of colony formation for NCI-H1299 (left) and A549 (right) cells transfected with the indicated shRNAs (**D**) or plasmids (**H**) (*n* = 3). Data are presented as the mean ± SD from three independent experiments. * *p* < 0.05, ** < 0.01, *** < 0.001.

**Figure 5:**
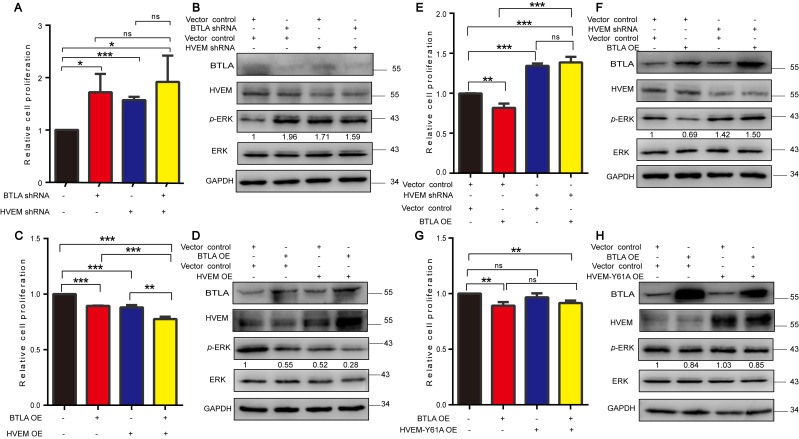
The effects of BTLA depend on HVEM. Relative cell proliferation (**A**,**C**,**E**,**G**) (*n* = 3) and immunoblot analysis (**B**,**D**,**F**,**H**) for cells expressing the indicated shRNAs or plasmids. Data are presented as the mean ± SD from three independent experiments. * *p* < 0.05, ** < 0.01, *** < 0.001, ns, not significant.

**Figure 6:**
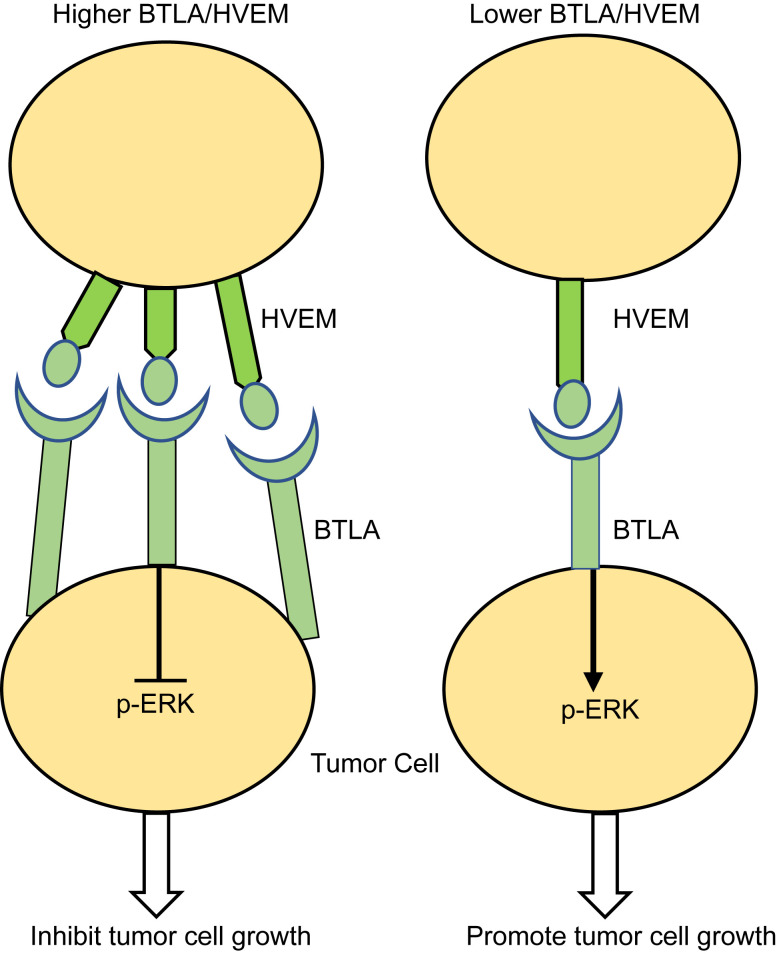
A proposed model for the BTLA/HVEM axis on tumor cell growth. Tumor cells express BTLA/HVEM, which inhibit tumor cell growth through the inactivation of the ERK1/2 signaling pathways.

## Data Availability

All data are available in the manuscript or the Supplementary Materials. RNA-Seq raw data have been deposited in the NCBI Gene Expression Omnibus database under accession number GSE207471.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells11244021/s1, Figure S1: *BTLA* is transcribed in various tumor cells; Figure S2: *HVEM* is transcribed in various tumor cells; Figure S3: Relative *BTLA* and *HVEM* mRNA expression; Figure S4: The cell proliferation is reversed by overexpressing BTLA in BTLA KO cells; Figure S5: Heatmap showing the differentially expressed genes enriched in the MAPK signaling pathway in BTLA KD and sorting cells of A549; Table S1: List of qRT-PCR primers; Table S2: Sequences of shRNA for KD; Table S3: List of primary antibodies for WB and antibodies for FACS.

How the deposited data were processed for this re-analysis (not part of the article)

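RNA from A549 cells was sequenced in 12 libraries, 3 each of shBTLA and shControl cells in the knockdown experiment and 3 each of BTLA low and BTLA high cells in the sort. Samples were grouped by their labels, which name the group and a replicate number, and the comparisons were shBTLA against shControl and BTLA low against BTLA high, which share no library. The authors trimmed the reads with Trim Galore 0.6.6, aligned them with STAR at default settings to GRCh38 with Ensembl genes, counted reads per gene with featureCounts and deposited RPKM values per library. The authors tested differential expression with edgeR. The deposited tables of those comparisons give for each gene the authors' log2 fold change, mean log2 CPM, a score (the likelihood ratio statistic), a p-value and its FDR. Strand and multi-mapping settings are not given in the sources used here.

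The unit was tested on the files first. Lengths implied by the deposited RPKM and the authors' mean log2 CPM did not follow the genomic span of the gene itself (Spearman rho 0.0579 in the knockdown and 0.0563 in the sort, across genes), but followed the span of the gene in the same position of the list of gene IDs when sorted. The deposited RPKM of different genes can therefore not be compared, while those of one gene can be compared between libraries. Multiplying by that span gave whole reads for 58797 of 60617 genes. Of the other 1820, 764 were 0 in all libraries, and for 1056 a length was searched at which the values of all libraries are whole. This search gave the known length for 194 of 200 genes on which it was tried. Within a tolerance of 0.02 of a read, 100% of the values above 0 were whole. On simulated data of 5000 genes 100% of counts were recovered, and 39 of 40 searched lengths. Library depths were 29130357 to 41748767 reads in the knockdown and 29383169 to 42488067 in the sort, and a count of 0 allows up to 3 reads, counting error only.

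Reads of each gene were divided by the library's total to give RPM. Each comparison was fitted alone with limma 3.58.1 (lmFit and eBayes with trend, R 4.3.3) on log2(RPM + 0.1) for genes with at least 10 reads in at least 3 of the 6 libraries, and p was adjusted by Benjamini-Hochberg over the genes tested. Fold changes are on the log2(RPM + 0.1) scale. The plan had been to fit log2(RPKM + 0.1) for genes with an RPKM of at least 0.5. It was changed to RPM after the values and the counts of the authors' deposited tables were seen and before any fit was made, because the deposited RPKM carry another gene's length, and the planned fit is kept as an alternative. The paper's threshold is an unadjusted p of at most 0.05 and a log2 fold change of at least 1 in size. Tested on simulated data with the libraries' own means and sizes, the knockdown fit (16630 genes) recovered 64 of 100 genes changed 2-fold and 96 of 100 changed 4-fold, with 8 false calls among 16380 unchanged genes. The sort fit (16911 genes) recovered 83 of 100 and 96 of 100, with 3 false calls among 16661. In both simulations the planted list was called and 0 of 26 other lists, with unadjusted p and other tools not examined there. Genes were simulated independently, with the median dispersion of genes of like mean. In the real lists the estimated correlation reached 0.844 in the knockdown and 0.876 in the sort, both for ribosomal protein genes. The simulations therefore cannot show how often camera at its preset correlation calls a list falsely in these data. They also leave out genes of higher dispersion and shifts shared within a library. Their recovery and false calls of single genes need not hold in these data. Single genes near the floor were compared by exact permutation tests, and Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 was used for the recovery of reads.

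Gene lists and the rule for named genes were fixed before the data were examined. The 26 lists are MAPK pathway, ERK target genes, immediate early genes, S phase genes, G2/M genes, cytokines and receptors, interferon-stimulated genes, NF-kB target genes, PI3K/AKT and FOXO genes, complement and coagulation, xenobiotic metabolism, focal adhesion and matrix, NRF2 target genes, p53 target genes, hypoxia and glycolysis, unfolded protein response, cholesterol synthesis, mesenchymal genes, epithelial genes, lung alveolar genes, lymphocyte markers, myeloid markers, fibroblast and endothelial markers, replication-dependent histones, mitochondrially encoded genes and ribosomal protein genes. They were written from general knowledge, those of the MAPK pathway, cytokines, complement and xenobiotic metabolism after the KEGG pathways, so their members can differ from the database's. Of 107 histone genes written, 54 were found in the files. Lists were tested with limma's camera at a preset correlation of 0.01, adjusted over the 26 lists, and again with an estimated correlation and with fry. The tests by camera that passed with the preset correlation in either comparison did not pass with an estimated one. Of these, fry, which does not set a list against the other genes, had an adjusted p under 0.05 for some. In the knockdown these were mesenchymal (0.00892), xenobiotic (3.8e-04), NRF2 (0.00551) and fibroblast genes (0.00241). In the sort they were complement (0.00655), xenobiotic (0.00179), unfolded protein response (0.00333), mesenchymal (0.00179), epithelial (0.00580), fibroblast (0.0125) and mitochondrial genes (0.0189). The others did not pass by fry. The MAPK pathway list was also tested for over-representation among genes past the paper's threshold with a one-sided Fisher's exact test against the genes tested. The other lists were tested in the same way, with p not adjusted over the lists, and some of these results are given. Named were BTLA, TNFRSF14, MAPK3, GAPDH, PDCD1, CTLA4, CD274 and IL2. Named too were, per comparison and direction, the 12 genes with the smallest p among those with an adjusted p under 0.05, a log2 fold change of at least 1 in size, a mean of at least 1 RPM in the comparison (written as RPKM in the plan), groups that do not overlap, and a symbol that is not that of a clone, pseudogene or antisense gene. From each list up to 4 members in its main direction and up to 2 in the other were eligible. Some genes that this rule takes are not reported here, and no others were put in their place. Gene names, types and GRCh38 coordinates are those of the authors' deposited tables. There 27 genes carried a date as their name, and these were named by gene ID from a reference gene table.

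The alternatives tried were a replicate block, no filter on low genes, a minimum of 30 reads, pseudocounts of 1 and 0.01, libraries scaled to the same median, the deposited values as they stand, each library left out in turn, limma's voom on the recovered reads, the authors' p-values over the genes tested, and each library's share of ribosomal protein reads as a covariate. No pair of libraries of a group held identical values (chi-square per gene of 4.09 to 138), so each was counted as 1 sample. Phosphorylated ERK1/2, flow cytometry and growth assays have no files among those used here and were not analysed here.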

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

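Of the tests in this part, those of scaling and of BTLA reads were chosen after the result was seen. That of the ribosomal share was written before its own result, but after the share of each library was known.

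A group of genes that the paper does not discuss was higher in shBTLA than in shControl and in BTLA low than in BTLA high cells. The genes named as higher in both were MUC5B (log2 fold change 4.09 in shBTLA and 2.97 in BTLA low cells), MUC5AC (2.90 and 1.87), CEACAM6 (2.92 and 2.91), AGR2 (3.31 and 2.19), SPDEF (2.53 and 1.63) and KRT4 (4.84 and 2.25). The MUC5 genes and CEACAM6 have paralogs with which they may share reads, which was not tested.

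The tables argue against the scaling of the libraries as the whole cause, since scaling to the same median took SPDEF, the smallest of these changes, from 1.63 to 1.37 in the sort, while the share of calls there that were higher went from 75.4% to 34.3%. In the knockdown this scaling moved little (SPDEF from 2.53 to 2.57), and that 6 of 6 genes kept an adjusted p under 0.05 from limma and a log2 fold change of at least 1 in both comparisons adds little, as they were chosen for large changes. With the share of ribosomal protein reads as a covariate, the median log2 fold change of the 6 genes went from 2.91 to 2.80, 96.4% of the value without it. That share overlapped between groups, at 9.80% to 11.7% in shBTLA against 7.07% to 11.9% in shControl. In BTLA low it was 6.56% to 8.38% against 8.19% to 10.7% in BTLA high. Such a covariate could remove little from genes chosen for large changes and groups that do not overlap, so this test does not decide the question. Whether these genes go with less BTLA message cannot be told apart from no relation in these libraries, because there were 4 BTLA reads in all 12 of them. A hypothesis that stays open and was not tested is that lower BTLA protein may go with higher levels of these genes. Lower BTLA protein is a property that the knockdown and the sort have in common, but not the only one. The paper also reports faster growth and more phosphorylated ERK1/2 in both, and these libraries cannot tell such properties apart. Measuring the genes after BTLA is expressed again in shBTLA cells would test the hypothesis.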

How the results depend on the processing

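Settings chosen after the data were seen are voom, the authors' p over the genes tested, the ribosomal covariate, the authors' deposited table, and same-median scaling of the lists and of the correlation of fold changes. Where a value moved, the cause was not tested unless given.

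In the knockdown, genes at the paper's threshold were 471 higher and 296 lower with no filter (more genes tested), 170 higher with a minimum of 30 reads (fewer tested), and 77 and 58 with a pseudocount of 1, which shrinks low genes. Genes past the adjusted threshold were 70 and 45 on the deposited values as they stand, 361 and 279 by the authors' p and 1367 and 1286 with the ribosomal covariate. Without 1 library, 262 to 376 were higher and 156 to 341 lower at the paper's threshold, and 22 to 290 and 5 to 265 at the adjusted one. In the sort, counts at the paper's threshold were 439 and 87 with a pseudocount of 1, 671 and 417 with same-median scaling, 731 higher on the deposited values and 402 lower by the authors' p. At the adjusted threshold they were 1617 and 3096 with scaling, 1889 and 639 on the deposited values, 2428 lower by the authors' p, 2528 lower with the ribosomal covariate, and 1568 to 4599 and 416 to 1392 without 1 library.

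Whether the replicate numbers pair the samples is not known. Deviations of same-numbered libraries correlated at 0.218, 0.406 and -0.0390 in the knockdown and at 0.0683, -0.373 and -0.165 in the sort, and not every library correlated best with its own number. In the knockdown shBTLA 1 and 2 did and shBTLA 3 did not, so pairing there was not excluded. The main fits were left unpaired, since not every pair had a correlation over 0.1. With a replicate block the adjusted counts were 260 higher and 285 lower in the knockdown and 1726 and 461 in the sort, and the MAPK pathway list passed camera in the knockdown (adjusted p = 0.0441).

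The MAPK list had an adjusted p of 0.0481 by camera with no filter in the knockdown, and 0.0169 to 0.508 without 1 library. In the sort its direction turned up with no filter (0.540) and by fry (0.212), and its adjusted p was 0.487 to 0.976 without 1 library, turning up without BTLA high 3 (0.809). Its over-representation in the knockdown had p = 0.0406 with no filter, 0.00114 against all genes of the file, 0.558 with the odds ratio under 1 by the authors' p, and 0.153 to 0.440 without 1 library. In the sort it had p = 0.0243 with no filter, 0.00478 with a pseudocount of 1, 0.0397 with scaling, 1.61e-06 against all genes, 2.15e-04 for the authors' deposited table and 0.101 to 0.365 without 1 library.

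Adjusted p of the knockdown lists, with an estimated correlation, was 0.0686 for xenobiotic metabolism, 0.127 for NRF2 targets, 0.170 for mesenchymal genes and for fibroblast and endothelial markers, 0.763 for focal adhesion and for p53 targets, and 0.824 for ribosomal proteins. By fry it was 0.252 for focal adhesion, 0.412 for p53 targets and 0.663 for ribosomal proteins. Immediate early genes passed with scaling (0.0302). In the sort, an estimated correlation gave 0.429 for S phase, NF-kB, complement, xenobiotic, unfolded protein response, mesenchymal, epithelial, fibroblast and ribosomal genes, 0.456 for G2/M and focal adhesion genes, 0.591 for PI3K/AKT and FOXO genes and 0.436 for mitochondrial genes. Fry gave 0.478 for S phase, 0.583 for G2/M, 0.0510 for NF-kB and for PI3K/AKT, and 0.150 for focal adhesion and ribosomal genes. It turned the direction of immediate early genes (0.781) and hypoxia genes (0.583), and interferon-stimulated (0.0125), NRF2 (0.00179), alveolar (0.00655) and myeloid (0.00179) genes passed by it. With scaling, interferon-stimulated (0.0379) and alveolar genes (0.0463) passed and fibroblast (0.0971) and mitochondrial genes (0.559) did not.

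The log2 fold change of BTLA was -0.87 in the knockdown and -0.96 in the sort with a pseudocount of 0.01, and -0.30 to 0 and -0.35 to 0 without 1 library, on 2 reads each. MAPK3 in the knockdown was -0.074 to 0.019 without 1 library. In the sort CD274 was 0.021 with the ribosomal covariate and -0.54 to 0.018 without 1 library. The odds ratio for genes higher in the knockdown and lower in the sort was 0.340 at the adjusted threshold (p = 0.0485) and 1.14 with no filter, that for genes lower and higher was 0.600 with no filter (p = 0.123), and the correlation of fold changes was then 0.229.

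Of 55 named genes in the knockdown, 43 kept their direction and call with scaling, 46 with no filter, 52 with a pseudocount of 0.01 and 53 by voom, and 32 of 46 on the deposited values. Of 330 values without 1 library, 198 did, 131 lost the call and 1 changed sign. Of 118 in the sort, 102 did with a replicate block (55 of 55 in the knockdown), 110 with scaling, 111 with no filter, 118 by voom and 98 of 105 on the deposited values, and 660 of 708 without 1 library. DESeq2 was not run and edgeR was not run, since the plan kept them for files of counts. Depth limits BTLA, TNFRSF14 and other genes with few reads.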

Differences from the paper's values

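Genes upregulated in shBTLA cells at the paper's threshold numbered 290 here and 782 in the paper, and downregulated genes 172 here and 648 in the paper. Downregulated genes in BTLA low cells numbered 222 here and 886 in the paper. For upregulated genes in BTLA low cells the values were 1188 here and 1562 in the paper, within 1.5 times of each other. None of the alternatives set before the data were examined brought any of those first 3 counts within 1.5 times of the paper's: a replicate block, no filter on low genes, a minimum of 30 reads, pseudocounts of 1 and 0.01, libraries scaled to the same median, the deposited values as they stand and each library left out.

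The authors' deposited table holds 993 upregulated and 864 downregulated genes at that threshold in the knockdown, and 1882 and 1218 in the sort. These counts are within 1.5 times of the paper's and were chosen after the values were seen. Restricted to protein-coding genes and lncRNAs, the authors' deposited table gives 782 and 648 in the knockdown and 1561 and 886 in the sort, a restriction also chosen after the values were seen that drops 427 of 1857 and 653 of 3100 of its calls. These are the paper's own counts, but for 1561 against 1562. This restriction can therefore account for the paper's counts, though the paper's text does not name it. Other restrictions of the authors' deposited table were protein-coding genes alone, with 437 and 355 and with 961 and 491, and a mean log2 CPM above -1, with 268 and 176 and with 782 and 317. Of the calls in the authors' deposited table, 68.6% in the knockdown (1273 of 1857) and 56.8% in the sort (1760 of 3100) are of genes with too few reads to be tested here. Over the genes tested here, log2 fold changes of the authors' deposited table and those from limma had a Pearson's r across genes of 0.976 in the knockdown and 0.985 in the sort. At an FDR under 0.05, the authors' deposited table has 261 and 197 genes in the knockdown and 1878 and 1780 in the sort.

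The paper states that the MAPK pathway is enriched among the DEGs of both experiments. Over-representation had p = 0.194 in the knockdown and p = 0.185 in the sort here (one-sided Fisher's exact test against the genes tested, on a list written after KEGG). Other lists had larger odds ratios by this test, such as NF-kB target genes (8.83 in the knockdown and 11.1 in the sort) and mesenchymal genes (20.0 and 7.37). Complement and coagulation had 8.27 and 8.21, and cytokines and receptors 3.43 and 1.97. For cytokines and receptors this exact test gave p = 0.00213 and p = 0.0144, not adjusted over the lists. S phase and G2/M genes had 0 called in both. By the same exact test the MAPK list passed 0.05 in the knockdown with no filter (p = 0.0406) and against all genes of the file (p = 0.00114), which are settings planned at the start. The background of all genes holds genes with too few reads to be called, which favors any list of mostly expressed genes. On the same called genes it took the odds ratio from 1.47 to 4.06 in the knockdown and from 1.27 to 3.61 in the sort. A pass against that background therefore says little about enrichment. In the sort the MAPK list passed with no filter (p = 0.0243), a pseudocount of 1 (p = 0.00478), same-median scaling (p = 0.0397) and all genes as background (p = 1.61e-06), also planned, and for the authors' deposited table (p = 2.15e-04), chosen after the values were seen. That last test too had all genes, those of that table, as background. With the authors' p over the genes tested the list did not pass in the sort (odds ratio 1.34, p = 0.131 by the same exact test). For the authors' deposited table of the knockdown it did not pass (odds ratio 1.57, p = 0.0849 by the same exact test). The paper reports less BTLA in shBTLA cells and sorts cells by BTLA on the surface, while in the reads a difference in BTLA was not detectable, with 2 reads in shControl 3, 2 in BTLA high 3 and 0 in the others. The paper also detects HVEM in its cancer cell lines by PCR and immunoblot. Reads of TNFRSF14, its gene, ranged here from 0 in shBTLA 1 to 12 in BTLA low 2.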

Other observations

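Of the tests in this part, those of scaling, even counts and implied lengths were chosen after the result was seen.

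The knockdown and the sort moved many of the same genes. Of 16160 genes tested in both, 160 were higher in shBTLA and in BTLA low cells at the paper's threshold, where independent lists would share 16.6 (odds ratio 26.3, two-sided Fisher's exact test, p = 1.23e-124), and 43 were lower in both, against 2.00 (odds ratio 37.0, p = 6.26e-46). By the same exact test, opposite directions had 3 genes (higher in shBTLA, lower in BTLA low, against 3.58, p = 1) and 3 genes (lower in shBTLA, higher in BTLA low, against 9.27, p = 0.0261). With no filter on low genes this last p by Fisher's exact test was 0.123 (odds ratio 0.600), and the odds ratio of the first was 1.14 (p = 0.657). Past the adjusted threshold the first had p = 0.0485 by Fisher's exact test. Genes lower in shBTLA and higher in BTLA low then numbered 4, against 21.8 (odds ratio 0.152, p = 1.05e-06 by the same exact test). Of 243 genes past the adjusted threshold in the knockdown and tested in both, 220 (90.5%) had the same direction in the sort. Across all 16160 genes Pearson's r of the log2 fold changes was 0.331 and Spearman's rho 0.166, and genes are not independent replicates. Named as lower in both were DIO2, MARCHF4, KCNMA1 and COL1A1.

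In BTLA low cells, more genes of complement and coagulation rose than fell, 23 and 3 of 40 by limma (24 and 4 when adjusted over the list alone, 21 and 5 after scaling to the same median, camera adjusted p = 0.00341, and adjusted p = 0.429 with an estimated correlation). FGA, a fibrinogen chain, had a log2 fold change of 3.23 (2.98 with libraries scaled to the same median) with an adjusted p of 3.0e-04, the coagulation inhibitor TFPI of 1.32 (adjusted p = 6.6e-05), and PLAU, the urokinase plasminogen activator, of -0.89 (adjusted p = 2.0e-04). Of 36 genes of xenobiotic metabolism, 20 rose and 0 fell (0 at an unadjusted p under 0.05 and 0 by voom) by limma (21 and 0 when adjusted over the list alone, 11 and 1 after scaling to the same median, camera adjusted p = 3.5e-05, and adjusted p = 0.429 with an estimated correlation), with the alcohol dehydrogenase ADH1C at 3.45 (adjusted p = 1.4e-04) and the cytochrome CYP3A5 at 1.31 (adjusted p = 1.1e-04) on the log2 scale, both of which may share reads with paralogs. Of 33 genes of the unfolded protein response, 17 rose and 0 fell (1 at an unadjusted p under 0.05 and 0 by voom) by limma (19 and 1 when adjusted over the list alone, 9 and 3 after scaling to the same median, camera adjusted p = 8.8e-04, and adjusted p = 0.429 with an estimated correlation). XBP1, a transcription factor of that response, was at 124 ± 2.70 (SD, n = 3) RPM in BTLA low and 51.4 ± 7.77 (SD, n = 3) in BTLA high, a log2 fold change of 1.28 (adjusted p = 1.1e-04), and CHAC1, which degrades glutathione, had a log2 fold change of 2.57 (adjusted p = 1.1e-04). Without scaling the next lists did not pass camera. Interferon-stimulated genes had 7 of 32 higher and 0 lower (0 at an unadjusted p under 0.05 and 0 by voom) by limma (4 and 0 when adjusted over the list alone, 4 and 1 after scaling to the same median, camera adjusted p = 0.0996, and 0.0379 after scaling), among them the transcription factor STAT2 at 1.28 (adjusted p = 5.1e-04). NRF2 target genes had 11 of 29 higher and 3 lower (12 and 3, then 5 and 5 after scaling to the same median, camera adjusted p = 0.0996), with GPX2 at 1.21 (adjusted p = 3.5e-05). Lung alveolar genes had 6 of 8 higher and 1 lower (6 and 1, then 2 and 1 after scaling to the same median, camera adjusted p = 0.0996, and 0.0463 after scaling), with NKX2-1, a transcription factor of the lung, at 2.10 (adjusted p = 8.1e-04). For p53 target genes the counts were 5 higher and 6 lower of 29 (5 and 7, then 4 and 13 after scaling to the same median, camera adjusted p = 0.0996), with TP53I3 at -1.12 (adjusted p = 4.1e-05) and GDF15 at 1.24 (adjusted p = 2.0e-04). Hypoxia and glycolysis had 7 and 7 of 33 (8 and 7, then 4 and 9 after scaling to the same median, camera adjusted p = 0.472), cholesterol synthesis 7 higher and 0 lower (0 at an unadjusted p under 0.05 and 0 by voom) of 25 (8 and 0, then 4 and 3 after scaling to the same median, camera adjusted p = 0.285), and cytokines and receptors 34 and 10 of 106 (40 and 10, then 18 and 22 after scaling to the same median, camera adjusted p = 0.767). Replication-dependent histones, whose messages lack a poly(A) tail, had 1 and 1 of 25 (0 and 1, then 0 and 2 after scaling to the same median, camera adjusted p = 0.116), HIST1H2BJ at -1.34 (adjusted p = 0.00166) and HIST1H3E at 0.98 (adjusted p = 0.0350), a call lost with scaling and without BTLA low 1, BTLA low 2, BTLA low 3 or BTLA high 2 (adjusted p 0.0682 to 0.103).

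Markers of other cell types were few in the sorted cells. Of 4 lymphocyte markers tested, 0 rose and 0 fell by limma and by voom (0 higher and 0 lower at an unadjusted p under 0.05), with a camera adjusted p of 0.309. Myeloid markers had 0 higher (0 at an unadjusted p under 0.05 and 0 by voom) and 1 lower of 3 (ITGAM, an integrin, at -1.52 (adjusted p = 0.00390), camera adjusted p = 0.170). Fibroblast and endothelial markers had 0 higher (0 at an unadjusted p under 0.05 and 0 by voom) and 1 lower of 5 (camera adjusted p = 0.00865, and adjusted p = 0.429 with an estimated correlation, and 0.0971 by camera after scaling), the one being COL1A1, which the mesenchymal list also holds.

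In shBTLA cells most other lists had few genes past limma's test. Cytokines and receptors had 3 of 102 higher and 3 lower (3 and 6 when adjusted over the list alone, 3 and 4 after scaling to the same median, camera adjusted p = 0.278), with INHBB, a subunit of activin B, at 45.6 ± 6.10 (SD, n = 3) RPM in shBTLA and 11.0 ± 2.80 (SD, n = 3) in shControl, a log2 fold change of 2.06 (adjusted p = 0.00283). Complement and coagulation had 3 and 1 of 37 (7 and 2, then 2 and 1 after scaling to the same median, camera adjusted p = 0.525), and epithelial genes 1 and 1 of 22 (6 and 2, then 3 and 1 after scaling to the same median, camera adjusted p = 0.0634). Interferon-stimulated genes had 1 and 1 of 32 (1 and 2, then 1 and 0 after scaling to the same median, camera adjusted p = 0.806), hypoxia and glycolysis 0 (3 at an unadjusted p under 0.05 and 0 by voom) and 2 of 33 (2 and 3, then 0 and 1 after scaling to the same median, camera adjusted p = 0.322), and p53 target genes 0 (1 at an unadjusted p under 0.05 and 0 by voom) and 1 of 29 (1 and 3, then 0 and 1 after scaling to the same median, camera adjusted p = 0.0213, and adjusted p = 0.763 with an estimated correlation). OAS1, an antiviral enzyme, was at a log2 fold change of 0.93 (adjusted p = 0.0185), TP53I3 at -0.76 (adjusted p = 0.0135), the lipase inhibitor ANGPTL4 at -1.13 (adjusted p = 0.0151) and the tight junction gene CLDN4 at -0.99 (adjusted p = 0.0164). These 4 calls were each lost without shBTLA 1, shBTLA 2, shBTLA 3 or shControl 3, that of OAS1 at an adjusted p of 0.123 to 0.151, and those of TP53I3 and ANGPTL4 also with libraries scaled to the same median. Fibroblast and endothelial markers had 0 higher (0 at an unadjusted p under 0.05 and 0 by voom) and 1 lower of 3 (0 and 3, camera adjusted p = 4.1e-05, and adjusted p = 0.170 with an estimated correlation). By limma and by voom 0 rose and 0 fell among 33 genes of the unfolded protein response (3 higher and 1 lower at an unadjusted p under 0.05), 25 of cholesterol synthesis (2 higher and 1 lower at an unadjusted p under 0.05), 8 lung alveolar genes (1 higher and 1 lower at an unadjusted p under 0.05) and 24 histones (2 higher and 0 lower at an unadjusted p under 0.05). Camera's adjusted p for these lists was 0.126, 0.278, 0.635 and 0.326. Likewise 0 rose and 0 fell by either tool among 3 lymphocyte markers, 3 myeloid markers, 13 mitochondrially encoded genes and 80 ribosomal protein genes, with 0 at an unadjusted p under 0.05 in each. Their adjusted p by camera was 0.550, 0.721, 0.569 (up, against a median log2 fold change of -0.03) and 3.6e-05, the last with an adjusted p = 0.824 with an estimated correlation. Mitochondrially encoded genes took 4.50% ± 0.583 of reads (SD, n = 3) in shBTLA and 4.44% ± 0.550 (SD, n = 3) in shControl (exact permutation test, two-sided p = 0.9).

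More genes were higher than lower in BTLA low cells (75.4% of calls at an adjusted p under 0.05 from limma). With libraries scaled to the same median 34.3% of calls were higher, so the excess depends on how totals are set and may be technical. This scaling moved the median log2 fold change from 0.18 to -0.08, past an even balance. At an FDR under 0.05 the authors' deposited table has 1878 higher and 1780 lower genes, without a clear excess. With the ribosomal share as a covariate 58.2% were higher (3523 against 2528), close to the bound of 60% set for this test. Across 13390 protein-coding genes the log2 fold change correlated with the gene's own span at a Spearman's rho of 0.162 (and at -0.175 in the knockdown), between the bounds set, while the rho of each library's deviations was -0.0477, 0.311 and 0.0344 in BTLA low 1, 2 and 3 and -0.186, -0.279 and 0.16 in BTLA high 1, 2 and 3, groups that overlap, so gene length and the sort cannot be told apart as sources of the excess. A change in RNA content per cell, which scaling would hide, was not tested.

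More read counts were even than odd. Of counts from 1 to 10 in all libraries 61.4% were even, close to the bound of 60% set for the test, and among counts of 1 and 2 it was 60.4%. This is consistent with both mates of a read pair being counted for many fragments, in which case the number of fragments behind a count is smaller than the reads. The floors given for counts of 0 would then be too low. No biological explanation was tested.

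The length implied by the deposited RPKM had a Spearman's rho of 0.99999 with the span of the gene in the same position of the sorted IDs, in the experiment with the lower value.

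The 6 libraries of a comparison can be split into equal groups in 10 ways, too few for a share under 0.05. In the knockdown the real split, the 1 split with a result as large, gave 290 higher and 172 lower genes at the paper's threshold (highest other 166) and 130 and 114 past the adjusted threshold (highest other 0 by limma). For the direction of the MAPK pathway list, 4 splits had an unadjusted p as small as the real one of 0.0468 (smallest other 0.00207), and for its over-representation 1 had (0.194, smallest other 0.525). In the sort the real split alone, 1 of the 10, gave 1188 and 222 (highest other 160) and 3238 and 1057 (highest other 0 by limma), 8 splits had a p for the list's direction as small as 0.767 (smallest other 0.0226), and 1 for its over-representation (0.185, smallest other 0.435).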
